# MUC1-C regulates NEAT1 lncRNA expression and paraspeckle formation in cancer progression

**DOI:** 10.1038/s41388-024-03068-3

**Published:** 2024-05-27

**Authors:** Atrayee Bhattacharya, Keyi Wang, Johany Penailillo, Chi Ngai Chan, Atsushi Fushimi, Nami Yamashita, Tatsuaki Daimon, Naoki Haratake, Hiroki Ozawa, Ayako Nakashoji, Keisuke Shigeta, Yoshihiro Morimoto, Masaaki Miyo, Donald W. Kufe

**Keywords:** Cancer stem cells, Non-coding RNAs

## Abstract

The *MUC1* gene evolved in mammals for adaptation of barrier tissues in response to infections and damage. Paraspeckles are nuclear bodies formed on the NEAT1 lncRNA in response to loss of homeostasis. There is no known intersection of MUC1 with NEAT1 or paraspeckles. Here, we demonstrate that the MUC1-C subunit plays an essential role in regulating NEAT1 expression. MUC1-C activates the *NEAT1* gene with induction of the NEAT1_1 and NEAT1_2 isoforms by NF-κB- and MYC-mediated mechanisms. MUC1-C/MYC signaling also induces expression of the SFPQ, NONO and FUS RNA binding proteins (RBPs) that associate with NEAT1_2 and are necessary for paraspeckle formation. MUC1-C integrates activation of *NEAT1* and RBP-encoding genes by recruiting the PBAF chromatin remodeling complex and increasing chromatin accessibility of their respective regulatory regions. We further demonstrate that MUC1-C and NEAT1 form an auto-inductive pathway that drives common sets of genes conferring responses to inflammation and loss of homeostasis. Of functional significance, we find that the MUC1-C/NEAT1 pathway is of importance for the cancer stem cell (CSC) state and anti-cancer drug resistance. These findings identify a previously unrecognized role for MUC1-C in the regulation of NEAT1, RBPs, and paraspeckles that has been co-opted in promoting cancer progression.

## Introduction

Paraspeckles are nuclear condensates formed by the lncRNA NEAT1 and multiple associated RNA binding proteins (RBPs) [1]. The *NEAT1* locus encodes (i) a 3.7 kb NEAT1_1 transcript which is dispensable for paraspeckle formation, and (ii) a 23 kb NEAT1_2 isoform that functions as an essential scaffold for binding of paraspeckle proteins [2]. NEAT1_1 overlaps with the 5’ end of the NEAT1_2 isoform, which is extended by alternative 3’ end processing [2]. NEAT1_1 is polyadenylated, whereas the 3’ end of NEAT1_2 contains a triple-helix structure that protects it from degradation [3, 4]. The proportion of NEAT1_2 to NEAT1_1 dictates the properties of paraspeckles [4], emphasizing the importance of mechanisms regulating expression of the two isoforms [5]. Binding of transcription factors, such as p53, MYC, CEBPB, and others, to the *NEAT1* promoter region activates transcription with isoform switching between NEAT1_1 and NEAT1_2 [6]. Paraspeckle abundance is dependent on NEAT1_2 and not NEAT1_1, which plays a role in cell metabolism [6, 7]. NEAT1_2 includes hydrophobic A, hydrophilic B, and hydrophobic C regions that recruit the splicing factor proline- and glutamine-rich (SFPQ), non-POU domain-containing octamer-binding protein (NONO), fused in sarcoma (FUS), RNA binding motif protein 14 (RBM14), DAZ-associated protein 1 (DAZAP1), HNRNPK and HNRNPH3 RBPs essential for paraspeckle biogenesis [2, 8–10]. Among these, the Drosophila behavior human splicing family members, SFPQ and NONO, form heterodimers involved in pre-mRNA splicing, DNA repair and transcriptional regulation [11]. Oligomerization of SFPQ and NONO also enhances the recruitment of other RBPs, such FUS, that are essential for paraspeckle formation and are of importance in sequestering nuclear RNAs and regulating gene expression [2, 10]. Retention of these RBPs and RNAs contribute to liquid–liquid phase separation (LLPS) of paraspeckles [12].

The *MUC1* gene evolved in mammals to confer adaptation of barrier tissues to infections and damage [13–15]. *MUC1* encodes two subunits that form a heterodimer at the apical membranes of polarized barrier epithelial cells [14, 15]. The extracellular MUC1-N subunit contains glycosylated tandem repeats that extend into the glycocalyx and physically contribute to a protective mucous gel [13–15]. The transmembrane MUC1-C subunit is activated by disruption of homeostasis and drives inflammatory, proliferative, and reprogramming responses that promote wound healing [14, 15]. MUC1 represents a beneficial evolutionary adaptation for survival, which is in principle reversible [15]. However, prolonged activation of MUC1-C in response to chronic inflammation promotes progression to cancer [14, 15]. MUC1-C induces (i) loss of polarity [16], (ii) the epithelial-mesenchymal transition (EMT) [17, 18], and (iii) epigenetic reprogramming by the Polycomb Repressive Complexes (PRC1/2) and COMPASS family of H3K4 methyltransferases [19–23]. MUC1-C also regulates the nucleosome remodeling and deacetylation (NuRD) complex [24] and the SWI/SNF BAF [25] and PBAF [26] chromatin remodeling complexes. In this way, MUC1-C drives global changes in chromatin architecture with increases in accessibility of enhancer-like sequences in stemness-associated genes that contribute to the cancer stem cell (CSC) state [23, 27]. CSCs are dependent on MUC1-C for self-renewal capacity and tumorigenicity [28–33]. Moreover, MUC1-C integrates induction of the CSC state with DNA damage resistance [31, 34, 35] and evasion of anti-tumor immunity [36–38].

MUC1-C regulates gene activation in chromatin by interacting with transcription factors and effectors of epigenetic reprogramming [15]. Paraspeckles regulate gene transcription through RNA-RNA interactions and by sequestering RNAs and proteins. MUC1-C and paraspeckles thus regulate gene expression by distinct mechanisms. There is no known involvement of MUC1-C in integrating regulation of gene expression in chromatin with that in paraspeckles or other subnuclear biomolecular condensates. The present results demonstrate that MUC1-C is necessary for NEAT1 expression in human cancer cells by NF-κB- and MYC-mediated pathways. We show that MUC1-C is also required for induction of SFPQ, NONO, and FUS by MYC-dependent mechanisms. MUC1-C-induced activation of *NEAT1* and *RBP* genes is integrated by recruitment of the BRG1 and PBRM1 components of the PBAF complex and increases in chromatin accessibility. Our findings further demonstrate that MUC1-C is necessary for paraspeckle formation in association with driving cancer progression.

## Results

### MUC1-C is necessary for NEAT1 expression in human cancer cells

Few insights are available regarding involvement of MUC1-C in the regulation of lncRNAs in cancer [7, 39, 40]. Here, silencing MUC1-C in BT-549 TNBC cells with a tet-inducible MUC1shRNA (Supplementary Fig. S1A) decreased expression of the ~3.7 kb NEAT1_1 and ~23 kb NEAT1_2 transcripts (Fig. 1A). As a control, DOX treatment of BT-549/tet-CshRNA cells had little if any effect on NEAT1 expression (Supplementary Fig. S1B). Similar results were obtained in MDA-MB-468 TNBC (Fig. 1B; Supplementary Fig. S1C), MDA-MB-436 TNBC (Supplementary Fig. S1D) and DU-145 CRPC (Supplementary Fig. S1E) cells, indicating that MUC1-C-dependent NEAT1 expression is observed across cancer cell lineages. In excluding off-target effects, silencing MUC1-C with a second MUC1shRNA#2 similarly suppressed NEAT1_1 and NEAT1_2 transcripts (Fig. 1C; Supplementary Fig. S1F). To confirm MUC1-C dependence, MUC1-C downregulation was rescued with the MUC1-C cytoplasmic domain (tet-Flag-MUC1-CD), which restored NEAT1 RNA levels (Fig. 1D). The MUC1-C 72 aa cytoplasmic domain contains a CQC motif indispensable for MUC1-C homodimerization and function [14, 41, 42]. Targeting the MUC1-C CQC motif with the GO-203 inhibitor suppressed NEAT1_1 and NEAT1_2 transcripts (Fig. 1E). We also found that silencing MUC1-C decreases the synthesis of nascent NEAT1 transcripts (Supplementary Fig. S1G), indicating that MUC1-C contributes to *NEAT1* transcription. *NEAT1* includes a MYC binding motif at a distal enhancer-like sequence (dELS) region and a NF-κB binding motif in a promoter-like sequence (PLS) residing upstream and downstream to the transcription start site (TSS), respectively (Fig. 1F) [43]. The MUC1-C cytoplasmic domain binds directly to MYC and NF-κB p65 in regulating their target genes [14, 24, 42, 44]. ChIP studies demonstrated occupancy of (i) MYC on the dELS, and (ii) MUC1-C and NF-κB on the PLS (Fig. 1F). Moreover, silencing MUC1-C significantly decreased (i) MYC occupancy on the dELS, and (ii) NF-κB occupancy on the PLS (Fig. 1F). In concert with these results, (i) silencing MYC (Fig. 1G) and targeting NF-κB genetically (Fig. 1H) or pharmacologically with the BAY-11 inhibitor (Supplementary Fig. S1H) decreased NEAT1_1 and NEAT1_2 transcripts, and (ii) targeting MYC and NF-κB in combination more effectively decreased NEAT1 expression than either alone (Supplementary Fig. S1I), indicating that MUC1-C regulates NEAT1 expression by MYC- and NF-κB-mediated mechanisms. These findings indicate that MUC1-C regulates the *NEAT1* gene at pELS and PLS regions, which control transcription of both NEAT1_1 and NEAT1_2.

**Fig. 1:**
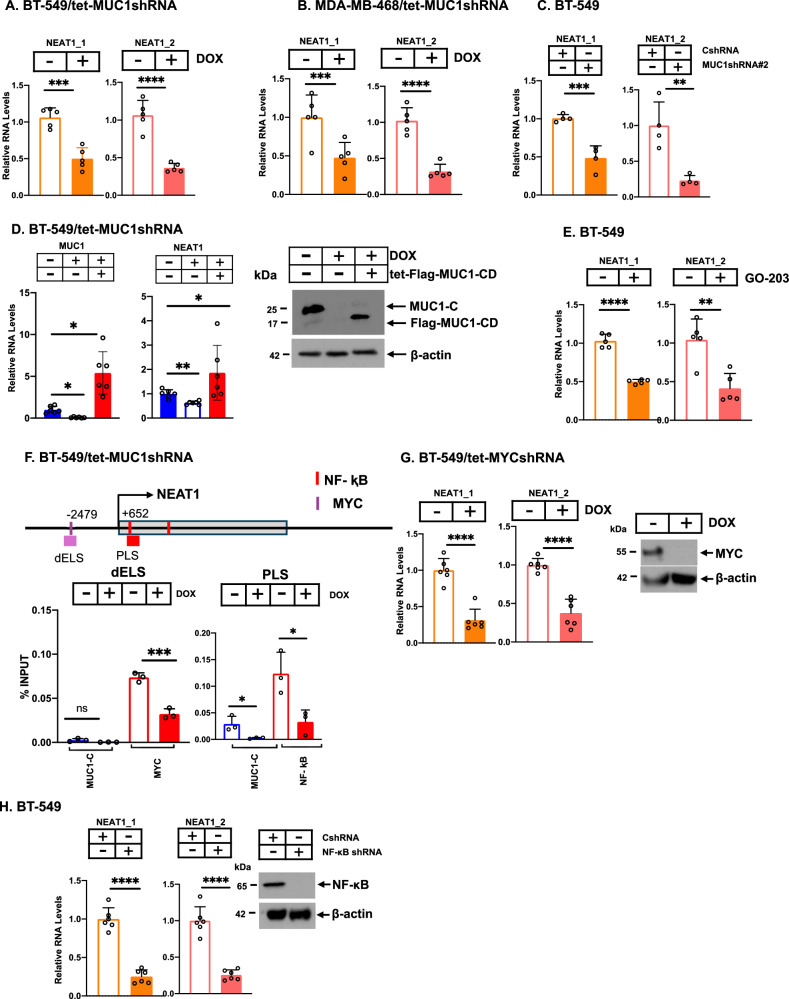
MUC1-C activates NEAT1 expression by MYC- and NF-κB-mediated mechanisms. BT-549/tet-MUC1shRNA (**A**) and MDA-MB-468/tet-MUC1shRNA (**B**) cells treated with vehicle or DOX for 7 days were analyzed for NEAT1_1 and NEAT1_2 transcripts by qRT-PCR using primers listed in Supplementary Table S1. The results (mean±SD of 5 determinations) are expressed as relative levels compared to that obtained for vehicle-treated cells (assigned a value of 1). **C** BT-549/CshRNA and BT-549/MUC1shRNA#2 cells were analyzed for NEAT1_1 and NEAT1_2 transcripts by qRT-PCR. The results (mean±SD of at least 3 independent biological replicates) are expressed as relative levels compared to that obtained for CshRNA-expressing cells (assigned a value of 1). **D** BT-549/tet-MUC1shRNA cells expressing a tet-MUC1-CD vector were treated with vehicle or DOX for 7 days and analyzed for NEAT1_1 and NEAT1_2 transcripts by qRT-PCR. The results (mean±SD of at least 3 independent biological replicates) are expressed as relative levels compared to that obtained for vehicle-treated cells (assigned a value of 1)(left). Lysates were immunoblotted with antibodies against the indicated proteins (right). **E** BT-549 cells treated with vehicle or 5 μM GO-203 for 48 h were analyzed for NEAT1_1 and NEAT1_2 transcripts by qRT-PCR. The results (mean±SD of 5 determinations) are expressed as relative levels compared to that obtained for vehicle-treated cells (assigned a value of 1). **F** Schema of the *NEAT1* gene with highlighting of the dELS and PLS regions. Soluble chromatin from BT-549/tet-MUC1shRNA cells treated with vehicle or DOX for 7 days was precipitated with anti-MUC1-C and anti-MYC (left) or with anti-MUC1-C and anti-NF-κB p65 (right). The DNA samples were amplified by qPCR with primers for the *NEAT1* dELS region (left) and the PLS region (right). The results (mean ± SD of 3 determinations) are expressed as percent input. **G** BT-549/tet-MYCshRNA cells treated with vehicle or DOX for 7 days were analyzed for NEAT1_1 and NEAT1_2 transcripts by qRT-PCR. The results (mean±SD of 4 determinations) are expressed as relative levels compared to that obtained for vehicle-treated cells (assigned a value of 1)(left). Lysates were immunoblotted with antibodies against the indicated proteins (right). **H** BT-549/CshRNA and BT-549/NF-κBshRNA cells were analyzed for NEAT1_1 and NEAT1_2 transcripts by qRT-PCR. The results (mean ± SD of 6 determinations) are expressed as relative levels compared to that obtained for CshRNA-expressing cells (assigned a value of 1)(left). Lysates were immunoblotted with antibodies against the indicated proteins (right).

### MUC1-C and NEAT1 form an auto-regulatory pathway that drives inflammatory and EMT gene signatures

Downregulation of NEAT1_1 and NEAT1_2 with a NEAT1siRNA or a different NEAT1shRNA (Supplementary Fig. S2A and S2B) demonstrated that NEAT1 is dispensable for the regulation of MUC1-C mRNA levels but is necessary for expression of the MUC1-C protein (Fig. 2A, B). These results were extended by demonstrating that silencing NEAT1 decreases stability of the MUC1-C protein (Supplementary Fig. S2C), in support of a MUC1-C/NEAT1 auto-inductive pathway in which (i) MUC1-C drives *NEAT1* transcription and (ii) NEAT1 regulates MUC1-C by a post-transcriptional mechanism. To assess regulation of transcriptomes by NEAT1, we performed RNA-seq on BT-549 cells with NEAT1 silencing and identified 1098 downregulated and 1135 upregulated genes (Supplementary Fig. S2D). 

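BT-549 is an established triple-negative breast cancer (TNBC) cell line. RNA-seq libraries were made from 3 replicates of cells transfected with a control siRNA (CsiRNA) and 3 replicates transfected with an siRNA against NEAT1 (NEAT1siRNA), and the sample labels give 48 h after transfection for each. The authors aligned the reads to GRCh38 with STAR and deposited a table of TPM values (reads per gene scaled by transcript length and by library) for 25545 genes in each library, together with a table of their own comparison that lists 19392 genes by mean normalized count, log2 fold change and p-value. TPM values keep no depth, so reads per gene were recovered by joining both tables, using the mean normalized count of a gene to set the scale of its 6 TPM values. Of the values of the 5043 genes with a mean normalized count under 5, 99.9% came within 0.05 of a whole number, where chance would give 10%. The share was 73.5% for the 4553 genes with a mean normalized count between 50 and 500, and 17.2% for the 6400 genes above that. The recovered reads summed to 18204280, 17245817 and 20342818 in CsiRNA replicates 1, 2 and 3, and to 17700451, 20181838 and 15787257 in NEAT1siRNA replicates 1, 2 and 3. A set of 4 short noncoding RNAs (RN7SK, RN7SL2, RN7SL1 and RPPH1) held between 64.4% and 68.1% of the TPM of a library but between 2.30% and 3.01% of its recovered reads, so the TPM of every other gene depends on their amount.
Between replicates of a group, recovered reads differed by 4.78 to 15.3 times the sampling noise (chi-square per degree of freedom), with the highest value between NEAT1siRNA replicates 1 and 2. Between the groups the same measure ran from 14.1 to 32.0. Expression relative to the mean of the group moved with the GC content of the transcripts in some libraries, with a Spearman rho across 10383 genes of 0.48 in NEAT1siRNA replicate 1 and -0.55 in NEAT1siRNA replicate 2, although genes are not independent replicates. Expression was compared on log2(TPM + 1) values with limma's moderated test (two-sided, with a trend on mean expression) for the 10721 genes with a mean TPM of at least 1. A gene was called changed at a Benjamini-Hochberg adjusted p under 0.05 with no minimum fold change, the threshold at which the authors' deposited table gives the counts that the paper reports. Fold changes are on the log2(TPM + 1) scale, which understates the change of genes with low TPM. The labels name no sequencing or library batch for these libraries.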

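NEAT1, a long noncoding RNA gene on chromosome 11 of GRCh38 from 65422774 to 65445540, had 13.4, 7.68 and 10.8 TPM in CsiRNA replicates 1, 2 and 3, and 4.36, 2.96 and 2.73 TPM in NEAT1siRNA replicates 1, 2 and 3. The NEAT1siRNA mean was 31.5% of the CsiRNA mean, with a log2 fold change of -1.41 (standard error 0.14, adjusted p = 1.21e-07 from limma). The tables list NEAT1 once, so these values do not separate NEAT1_1 from NEAT1_2. Of the 10721 genes tested, 1498 were changed, 535 with higher and 963 with lower expression in BT-549/NEAT1siRNA cells. In 94.3% of the changed genes the 3 NEAT1siRNA values all lay outside the range of the 3 CsiRNA values. Over all genes tested that share was 30.3%, where chance gives 10%. The number of changed genes was largest, at 3428, with a trend on GC content and transcript length removed, a setting chosen after seeing the data. It was 505 with no filter on TPM and 314 with a minimum absolute log2 fold change of 0.5. Without CsiRNA replicate 1 it was 784, and without NEAT1siRNA replicate 3 it was 832. The split between higher and lower genes depended on the scaling of the libraries. Quantile normalization gave 1082 higher and 1109 lower genes, and centring each library on its median gave 1158 higher and 954 lower. In the authors' deposited table, 1135 genes were higher and 1098 lower at an adjusted p under 0.05, and 2039 of these 2233 genes were among those tested here. Of these, 1294 were changed in the same direction in the limma comparison.
Among the 23 genes labelled in Supplementary Fig. S2D, 21 were tested, and 12 of these were lower and 9 higher past the threshold. TARS2 fell most, from 10.8 ± 0.715 TPM (SD, n = 3) to 2.01 ± 0.266 TPM (SD, n = 3), a log2 fold change of -1.97 (standard error 0.10, adjusted p = 5.09e-13 from limma). The TARS2 mRNA shares no exact stretch longer than 12 bases with NEAT1_1, and before its 3′ UTR it holds the overlapping words TCACTTG and CACTTGA, which NEAT1_1 also holds. CYR61 decreased from 246 ± 18.1 TPM to 93.2 ± 6.68 TPM (SD, n = 3 each), with a log2 fold change of -1.39 and an adjusted p of 9.53e-11 from limma. CXCL8 went from 48.0 ± 5.73 TPM to 19.4 ± 5.48 TPM (SD, n = 3 each), with a log2 fold change of -1.29 and an adjusted p of 1.21e-07 from limma. The remaining gene of the 5 with the largest falls, the antisense RNA CDC37L1-AS1, had a mean of 3.33 recovered reads per library, and its call was lost under quantile normalization and under median centring. Of the genes that rose, RBP4 went from 3.07 ± 0.582 TPM to 9.35 ± 1.09 TPM (SD, n = 3 each), with a log2 fold change of 1.35 and an adjusted p of 6.10e-09 from limma. KCTD12 increased from 10.3 ± 0.767 TPM to 25.1 ± 4.35 TPM (SD, n = 3 each), with a log2 fold change of 1.20 and an adjusted p of 1.89e-08 from limma. The log2 fold changes of LINC01133, LOC149684 and DHRS3 were 1.13, 1.04 and 1.03, and LOC149684 had a mean of only 4 recovered reads per library.

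**Figure D1:**
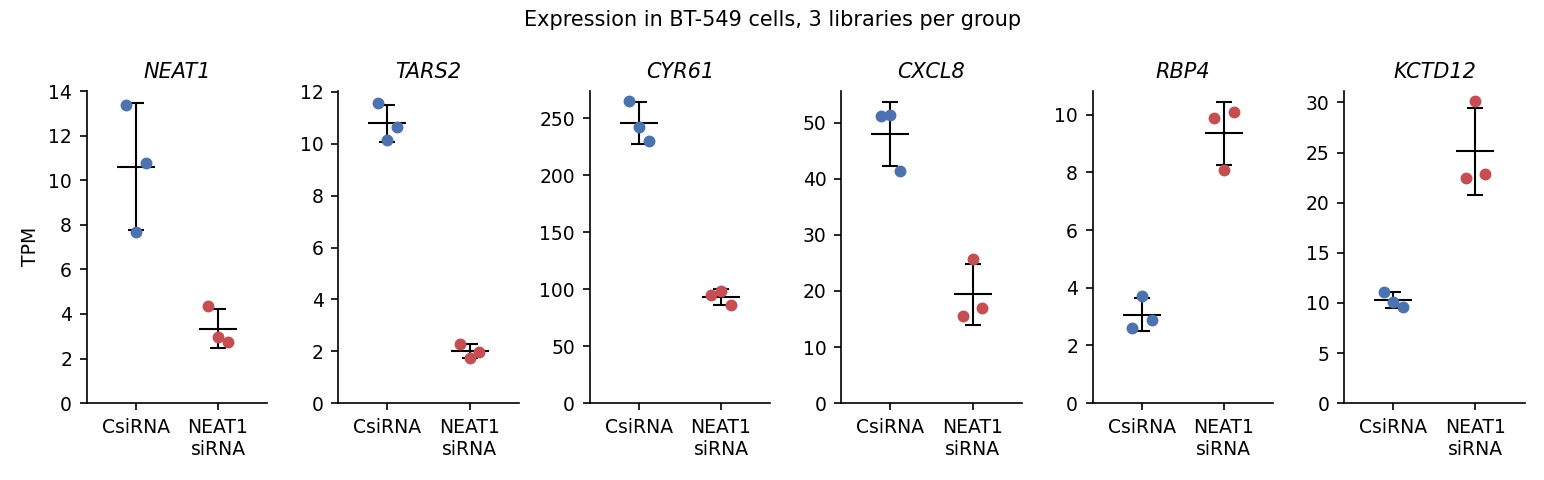
TPM of NEAT1, TARS2, CYR61, CXCL8, RBP4 and KCTD12 in each of the 3 CsiRNA and 3 NEAT1siRNA libraries of BT-549 cells (points), with the mean and SD of each group. In NEAT1, the NEAT1siRNA libraries sit between 2.73 and 4.36 TPM and the CsiRNA libraries between 7.68 and 13.4 TPM.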

GSEA demonstrated that NEAT1 associates with regulation of the HALLMARK TNFA SIGNALING VIA NFKB and HALLMARK MYC TARGETS V2 gene signatures (Fig. 2C and D). 

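The HALLMARK gene sets were not used here. The MYC targets V2 list was read from the 57 gene labels of Supplementary Fig. S2G, and the NF-κB list holds 40 target genes written by hand. Each list was tested with fgsea on the moderated t of all tested genes, with Benjamini-Hochberg adjustment over 6 lists. The 54 tested genes of the MYC list had a median log2 fold change of -0.23, against -0.044 for all tested genes, and 51 of them had a negative fold change. The normalized enrichment score (NES) was -2.36, with an adjusted p of 5.03e-09. Over all genes tested, 22 genes of the MYC list were past the threshold, each with lower expression, and 27 were past it when adjusted over the list alone. The figure labels genes of the signature whichever way they went. Relative to the CsiRNA mean, the median of the MYC list was -0.23, -0.18 and -0.29 in NEAT1siRNA replicates 1, 2 and 3, and lay between -0.057 and 0.064 in the CsiRNA libraries. MYC itself decreased from 36.7 ± 1.72 TPM to 27.1 ± 1.10 TPM (SD, n = 3 each), with a log2 fold change of -0.43 and an adjusted p of 0.00197 from limma.
The 30 tested genes of the NF-κB list had a median log2 fold change of -0.34 and an NES of -2.36, with an adjusted p of 6.62e-09. Of these genes, 16 were lower and 1 was higher past the threshold over all genes tested, and 19 were lower and 1 higher adjusted over the list alone. The list medians were -0.37, -0.30 and -0.41 in NEAT1siRNA replicates 1, 2 and 3, and lay between -0.039 and 0.068 in the CsiRNA libraries. In 17 fgsea fits under other settings, the adjusted p ran from 2.45e-13 to 5.96e-07 for the MYC list and from 1.18e-10 to 1.57e-06 for the NF-κB list. Tests that permute genes take the genes of a list as independent. With fry, which rotates the libraries, the adjusted p was 0.0171 for the MYC list and 0.0120 for the NF-κB list. With camera and a correlation estimated from the 6 libraries, a test chosen after seeing the data, it was 0.254 and 0.230, and neither list was past the threshold. From these signatures, and from further signatures and transcripts measured after silencing, the paper concludes that target genes of NF-κB and MYC are regulated by an auto-inductive pathway of NEAT1 with MUC1-C.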

Using these signatures, comparison of RNA-seq data from NEAT1- and MUC1-C-silenced cells identified 210 and 262 common downregulated and upregulated genes, respectively (Fig. 2E). 

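Labels of genes that changed alike after NEAT1 and MUC1-C silencing were read from Supplementary Figs. S2F, S2H and S2I and followed as groups in the BT-549/NEAT1siRNA libraries. The MUC1-C-silenced cells were not analysed here. The study chose these genes from the same libraries, for being lower or higher in them, so the direction, medians and counts of these groups, those adjusted over the list alone included, are not independent evidence and only describe the labelled genes. Of 29 genes labelled as downregulated for TNF-α signaling via NF-κB, 21 were tested, and their median log2 fold change was -0.30. Past the threshold over all genes tested were 11 of them, and 14 adjusted over the list alone. Of 24 genes labelled as upregulated for this signature, 15 were tested, with a median of 0.39. Of these, 10 were higher past the threshold, and 11 adjusted over the list alone.
For the inflammatory response signature, 17 of 26 genes labelled as downregulated were tested, with a median log2 fold change of -0.34, and 11 were past the threshold (14 adjusted over the list alone). Of 32 genes labelled as upregulated, 12 were tested, with a median of 0.24, and 4 were past the threshold (6 adjusted over the list alone). With no filter on TPM, where all 32 have a value, the median was 0.072. For the mesenchymal transition signature, 18 of 21 genes labelled as downregulated were tested, with a median of -0.49, and 12 were past the threshold (15 adjusted over the list alone). Of 23 genes labelled as upregulated, 15 were tested, with a median of 0.25, and 7 were past the threshold (10 adjusted over the list alone).
A separate list of 35 mesenchymal genes (VIM, FN1, CDH2, ZEB1 and others) was written by hand for epithelial-mesenchymal transition (EMT), and 34 were tested. The median log2 fold change of the EMT list was -0.15, with an NES of -1.68 and an adjusted p of 0.00605 from fgsea. Of its genes, 11 were lower and 4 higher past the threshold over all genes tested, and 13 were lower and 6 higher adjusted over the list alone. The list medians were -0.17, -0.031 and -0.24 in NEAT1siRNA replicates 1, 2 and 3, so that replicate 2 lay within the CsiRNA range of -0.057 to 0.084. Without NEAT1siRNA replicate 3 the median was -0.099. The adjusted p was 0.0516 with camera at its preset correlation and 0.0551 with fry, and it ran from 0.000238 to 0.0202 over the 17 fgsea fits under other settings.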

GSEA also demonstrated that MUC1-C and NEAT1 regulate common sets of genes in the HALLMARK TNFA SIGNALING VIA NFKB (Supplementary Fig. S2F), HALLMARK MYC TARGETS V2 (Supplementary Fig. S2G), HALLMARK INFLAMMATORY RESPONSE (Fig. 2F; Supplementary Fig. S2H) and the HALLMARK MESENCHYMAL TRANSITION (Fig. 2G; Supplementary Fig. S2I) gene signatures. Among these genes, we confirmed as selected examples that MUC1-C and NEAT1 regulate expression of the dual phosphatase DUSP2, which is a target of NF-κB and MYC (Fig. 2H), and (ii) IL-6, which is linked to chronic inflammation and EMT (Fig. 2I). These findings indicated that MUC1-C and NEAT1 form an auto-inductive pathway that (i) regulates NF-κB and MYC target genes and (ii) associates with chronic inflammation and EMT.

**Fig. 2:**
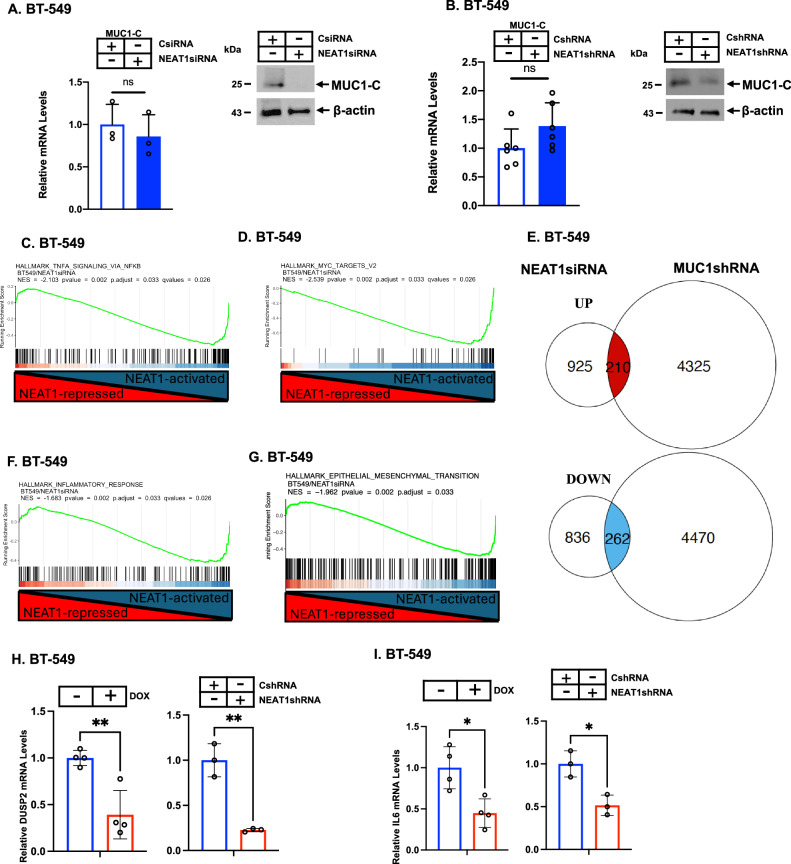
NEAT1 regulates MUC1-C expression in an auto-inductive pathway. **A** BT-549/CsiRNA and BT-549/NEAT1siRNA cells were analyzed for MUC1-C transcripts by qRT-PCR. The results (mean±SD of 3 biological replicates) are expressed as relative levels compared to that obtained for CsiRNA cells (assigned a value of 1)(left). Lysates were immunoblotted with antibodies against the indicated proteins (right). **B** BT-549/CshRNA and BT-549/NEAT1shRNA cells were analyzed for MUC1-C transcripts by qRT-PCR. The results (mean±SD of 3 independent biological replicates) are expressed as relative levels compared to that obtained for CshRNA cells (assigned a value of 1)(left). Lysates were immunoblotted with antibodies against the indicated proteins (right). **C**, **D** GSEA of RNA-seq data from NEAT1siRNA vs CsiRNA cells using the indicated HALLMARK gene signatures. **E** Venn diagrams of common downregulated and upregulated genes in NEAT1- and MUC1-C-silenced cells. **F**, **G** GSEA of RNA-seq data from NEAT1siRNA vs CsiRNA cells using the indicated HALLMARK gene signatures. **H**, **I** BT-549/CshRNA, BT-549/tet-MUC1shRNA cells treated with vehicle or DOX for 7 days, and BT-549/NEAT1shRNA cells were analyzed for DUSP2 (**H**) and IL-6 (**I**) transcripts by qRT-PCR. The results (mean ± SD of 3 independent biological replicates) are expressed as relative levels compared to that obtained for DOX- and CshRNA cells (assigned a value of 1).

### MUC1-C regulates expression of NEAT1 RBPs

Among common downregulated genes in MUC1-C- and NEAT1-silenced cells, we identified *SFPQ*, which encodes a NEAT1_2 RBP with intrinsically disordered regions that contribute to biomolecular condensates [45]. 

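SFPQ lies on the minus strand of chromosome 1 of GRCh38 from 35176378 to 35193446. In BT-549 cells its expression was 116 ± 5.03 TPM (SD, n = 3) with CsiRNA and 93.5 ± 8.25 TPM (SD, n = 3) with NEAT1siRNA, and the 3 NEAT1siRNA values all lay below the CsiRNA range. The log2 fold change was -0.31 (standard error 0.09, adjusted p = 0.0205 from limma). The gene had a mean of 7384 recovered reads per library. With each library left out in turn, the log2 fold change stayed between -0.36 and -0.24. The adjusted p from limma was 0.121 without CsiRNA replicate 1, 0.160 without NEAT1siRNA replicate 3 and 0.0919 with no filter on TPM, so the call was lost in these fits. In the authors' deposited table, the log2 fold change of SFPQ was -0.26 with an adjusted p of 0.000367. The MUC1-C-silenced cells were not analysed here.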

Oligomerization of SFPQ with NONO on NEAT1_2 is required for forming mature paraspeckles [2, 9, 10]. Silencing MUC1-C downregulated *SFPQ* and *NONO* gene transcription (Fig. 3A) and mRNA levels (Fig. 3B; Supplementary Figs. S3A and S3B). In addition, silencing MYC decreased SFPQ and NONO expression (Fig. 3C), whereas downregulation of NF-κB had no significant effect (Supplementary Fig. S3C). Along these lines, MYC binding motifs were identified in *SFPQ* distal enhancer-like signature 1 (dELS1) and dELS2 regions (Fig. 3D). MYC occupancy of those regions was found to be MUC1-C-dependent (Fig. 3D). A MYC binding motif was also identified in a *NONO* PLS region of which occupancy by MYC was decreased by MUC1-C silencing (Fig. 3E). Oligomerization of SFPQ and NONO on NEAT1_2 recruits additional RBPs, such as FUS, RBM14 and HNRNPK, that further contribute to paraspeckle formation [2, 9, 10]. We found that MUC1-C is necessary for expression of FUS, RBM14 and HNRNPK (Fig. 3F; Supplementary Figs. S3D and S3E). Moreover, MYC was necessary for FUS (Fig. 3G), but not HNRNPK and RBM14, expression (Supplementary Fig. S3F). Together, these findings supported involvement of (i) the MUC1-C→MYC pathway in inducing SFPQ, NONO and FUS, and (ii) MUC1-C in driving RBM14 and HNRNPK by a MYC-independent mechanism.

**Fig. 3:**
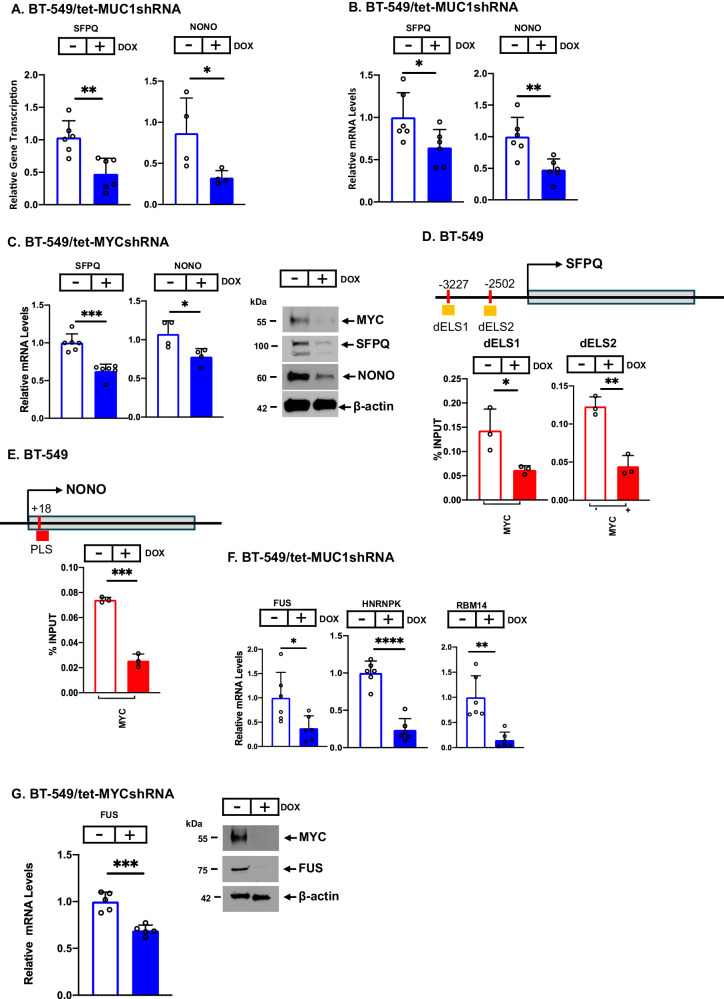
MUC1-C regulates SFPQ, NONO, and FUS expression by MYC-dependent mechanisms. **A** BT-549/tet-MUC1shRNA cells treated with vehicle or DOX for 7 days were analyzed for nascent *SFPQ* and *NONO* transcription. The results (mean±SD of at least 3 independent biological replicates) are expressed as relative gene transcription compared to that obtained in vehicle-treated cells (assigned a value of 1). **B** BT-549/tet-MUC1shRNA cells treated with vehicle or DOX for 7 days were analyzed for the indicated transcripts by qRT-PCR. The results (mean±SD of 3 biological replicates) are expressed as relative mRNA levels compared to that obtained for vehicle-treated cells (assigned a value of 1). **C** BT-549/tet-MYCshRNA cells treated with vehicle or DOX for 7 days were analyzed for SFPQ and NONO transcripts by qRT-PCR (left). The results (mean±SD of at least 3 replicates) are expressed as relative levels compared to that obtained for vehicle-treated cells (assigned a value of 1). Lysates were immunoblotted with antibodies against the indicated proteins (right). **D** Schema of the *SFPQ* gene with highlighting of the dELS1 and dELS2 regions. Soluble chromatin from BT-549/tet-MUC1shRNA cells treated with vehicle or DOX for 7 days was precipitated with anti-MYC. The DNA samples were amplified by qPCR with primers for the *SFPQ* dELS1 and dELS2 regions. The results (mean ± SD of 3 replicates) are expressed as percent input. **E** Schema of the *NONO* gene with highlighting of the PLS region. Soluble chromatin from BT-549/tet-MUC1shRNA cells treated with vehicle of DOX for 7 days was precipitated with anti-MYC. The DNA samples were amplified by qPCR with primers for the *NONO* PLS region. The results (mean ± SD of 3 replicates) are expressed as percent input. **F** BT-549/tet-MUC1shRNA cells treated with vehicle or DOX for 7 days were analyzed for the indicated transcripts by qRT-PCR. The results (mean±SD of 3 biological replicates) are expressed as relative mRNA levels compared to that obtained for vehicle-treated cells (assigned a value of 1). **G** BT-549/tet-MYCshRNA cells treated with vehicle or DOX for 7 days were analyzed for FUS transcripts by qRT-PCR. The results (mean±SD of at least 3 biological replicates) are expressed as relative mRNA levels compared to that obtained for vehicle-treated cells (assigned a value of 1) (left). Lysates were immunoblotted with antibodies against the indicated proteins (right).

### MUC1-C regulates expression of NEAT1 and RBP-encoding genes by PBAF-mediated chromatin remodeling

MUC1-C activates the SWI/SNF BAF and PBAF chromatin remodeling complexes [15, 25, 26, 42]. Here, silencing BRG1, which is shared with BAF and PBAF, suppressed NEAT1_1 and NEAT1_2 transcripts (Fig. 4A). Silencing the PBRM1 component of PBAF, but not the ARID1A subunit of BAF, also decreased NEAT1_1 and NEAT1_2 expression (Fig. 4A; Supplementary Fig. S4A), indicating that PBAF plays a role in activating the *NEAT1* gene. Analysis of the *NEAT1* PLS region demonstrated that silencing MUC1-C is associated with decreases in (i) BRG1 and PBRM1 occupancy (Fig. 4B), and (ii) chromatin accessibility (Fig. 4C). Silencing PBRM1 also decreased chromatin accessibility of the *NEAT1* PLS (Fig. 4D), in further support for involvement of the PBAF complex. As identified for NEAT1, we found that BRG1 and PBRM1 regulate SFPQ and NONO expression (Fig. 4E). Silencing MUC1-C decreased BRG1 and PBRM1 occupancy (Fig. 4F) and chromatin accessibility (Fig. 4G) of the *SFPQ* dELS2. Similar effects of MUC1-C silencing were observed for the *NONO* PLS region (Supplementary Figs. S4B and S4C). In addition, silencing PBRM1 downregulated chromatin accessibility of the *SFPQ* dELS2 (Fig. 4H) and *NONO* PLS (Supplementary Fig. S4D) regions. Silencing MUC1-C and PBRM1 was also associated with decreases in chromatin accessibility of the *FUS* PLS (Supplementary Figs. S4E and S4F). Consistently, BRG1 and PBRM1 were necessary for FUS expression (Supplementary Fig. S4G). These findings indicated that MUC1-C-mediated induction of PBAF integrates activation of *NEAT1* with genes encoding the SFPQ, NONO, and FUS RBPs.

**Fig. 4:**
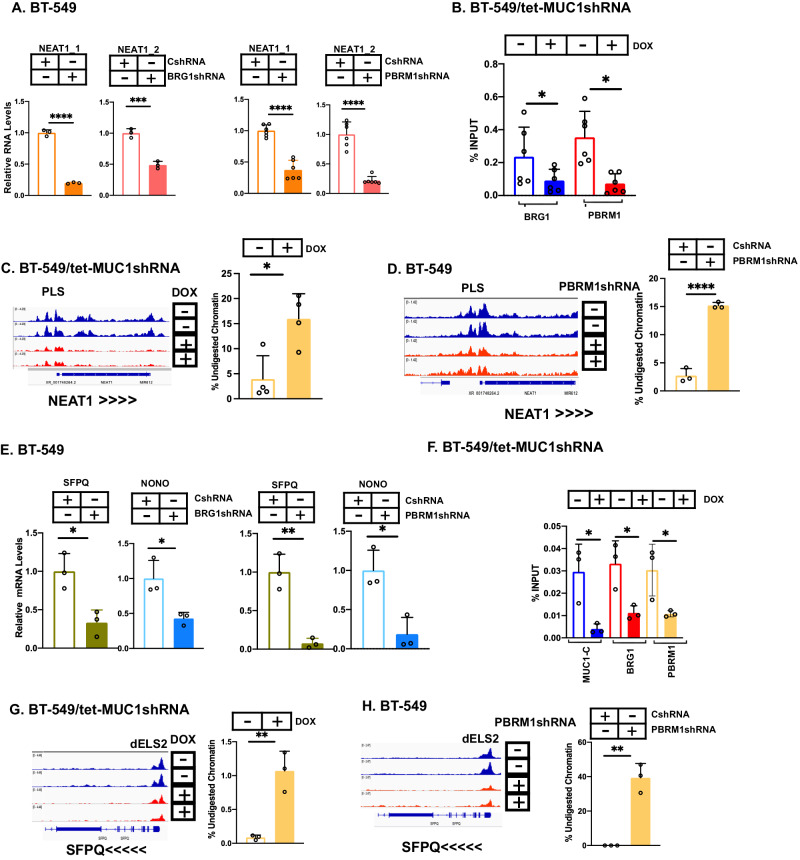
MUC1-C activates *NEAT1* and *RBP* genes by PBAF-mediated increases in chromatin accessibility. **A** BT-549 cells expressing a CshRNA, BRG1shRNA or PBRM1shRNA were analyzed for NEAT1_1 and NEAT1_2 transcripts by qRT-PCR. The results (mean±SD of three independent biological replicates) are expressed as relative RNA levels compared to that obtained for CshRNA-expressing cells (assigned a value of 1). **B** Soluble chromatin from BT-549/tet-MUC1shRNA cells treated with vehicle or DOX for 7 days was precipitated with anti-BRG1 and anti-PBRM1. The DNA samples were amplified by qPCR with primers for the *NEAT1* PLS region. The results (mean ± SD of 3 biological replicates) are expressed as percent input. **C** Genome browser snapshot of ATAC-seq data from the *NEAT1* PLS in BT-549/tet-MUC1shRNA cells treated with vehicle or DOX for 7 days (left). Chromatin was analyzed for accessibility by nuclease digestion (right). The results (mean ± SD of at least 3 biological replicates) are expressed as % undigested chromatin. **D** Genome browser snapshot of ATAC-seq data from the *NEAT1* PLS in BT-549/CshRNA and BT-549/PBRM1shRNA cells (left). Chromatin was analyzed for accessibility by nuclease digestion (right). The results (mean ± SD of 3 replicates) are expressed as % undigested chromatin. **E** BT-549 cells expressing a CshRNA, BRG1shRNA or PBRM1shRNA were analyzed for SFPQ and NONO transcripts by qRT-PCR. The results (mean±SD of 3 independent replicates) are expressed as relative RNA levels compared to that obtained for CshRNA-expressing cells (assigned a value of 1). **F** Soluble chromatin from BT-549/tet-MUC1shRNA cells treated with vehicle or DOX for 7 days was precipitated with anti-MUC1-C, anti-BRG1, and anti-PBRM1. The DNA samples were amplified by qPCR with primers for the *SFPQ* dELS2 region. The results (mean ± SD of three independent biological replicates) are expressed as percent input. **G**. Genome browser snapshot of ATAC-seq data from the *SFPQ* dELS2 in BT-549/tet-MUC1shRNA cells treated with vehicle or DOX for 7 days (left). Chromatin was analyzed for accessibility by nuclease digestion (right). The results (mean ± SD of 3 replicates) are expressed as % undigested chromatin. **H** Genome browser snapshot of ATAC-seq data from the *SFPQ* dELS2 in BT-549/CshRNA and BT-549/PBRM1shRNA cells (left). Chromatin was analyzed for accessibility by nuclease digestion (right). The results (mean ± SD of 3 replicates) are expressed as % undigested chromatin.

### MUC1-C forms nuclear complexes with NEAT1_2 RBPs

Assessment of MUC1-C expression by IHC of TNBC core biopsies demonstrated staining in the cell membrane and cytoplasm [38, 46]. MUC1-C is also expressed in the nucleus and localizes to chromatin [33, 47]. Here, analysis of anti-MUC1-C nuclear precipitates from TNBC cells by mass spectroscopy identified the (i) NEAT1_2 FUS and RBM14 RBPs, and (ii) components of the BAF chromatin remodeling complex, SMARCC1, SMARCC2, ARID1A, SMARC4A/BRG1 and ARID1B that are integral to paraspeckles [9, 25] (Supplementary Fig. S5A). We also found that MUC1-C associates with the (i) nucleoporin 62 (NUP62), NUP358/RANBP2, NUP214, NUP93, NUP88, NUP205 and NUP98 components of the nuclear pore complex (NPC), and (ii) WTAP, VIRMA and ZC3H13 effectors of RNA m6A methylation [48, 49] (Supplementary Fig. S5A). In focusing on NEAT1_2 RBPs, nuclear coimmunoprecipitation studies in BT-549 cells demonstrated that MUC1-C associates with SFPQ and FUS, but not NONO (Fig. 5A). Immunofluorescence microscopy further showed that nuclear MUC1-C colocalizes with SFPQ and FUS (Fig. 5B). In addition, coimmunoprecipitation studies and immunofluorescence microscopy of MDA-MB-468 cells identified MUC1-C complexes with SFPQ and FUS, as well as NONO (Supplementary Fig. S5B and S5C). We also found that MUC1-C localizes with PSPC1, another marker of paraspeckles (Supplementary Fig. S5D). NEAT1_2 is necessary for the retention of SFPQ, NONO, and FUS in paraspeckles [10]. Downregulation of MUC1-C was associated with increases in cytoplasmic SFPQ and decreases in nuclear SFPQ levels (Fig. 5C). By contrast, silencing MUC1-C downregulated total levels of NONO and FUS expression (Fig. 5D). Silencing NEAT1 had similar effects; that is increases in SFPQ in the cytoplasm (Fig. 5E) and decreases in total levels of NONO and FUS (Fig. 5F), indicating that downregulation of MUC1-C and thereby NEAT1_2 regulates SFPQ, FUS and NONO expression. In concert with these results, inducible MUC1-C silencing decreased nuclear NEAT1 paraspeckles (Fig. 5G; Supplementary Fig. S5F). This dependence on MUC1-C for forming paraspeckles was confirmed with stable silencing using MUC1shRNA#2 (Fig. 5H). These findings indicated that (i) MUC1-C forms complexes with NEAT1_2, SFPQ and FUS in paraspeckles, and (ii) targeting MUC1-C and NEAT1_2 disrupts paraspeckle formation in association with localization of SFPQ in the cytoplasm and loss of NONO and FUS expression.

**Fig. 5:**
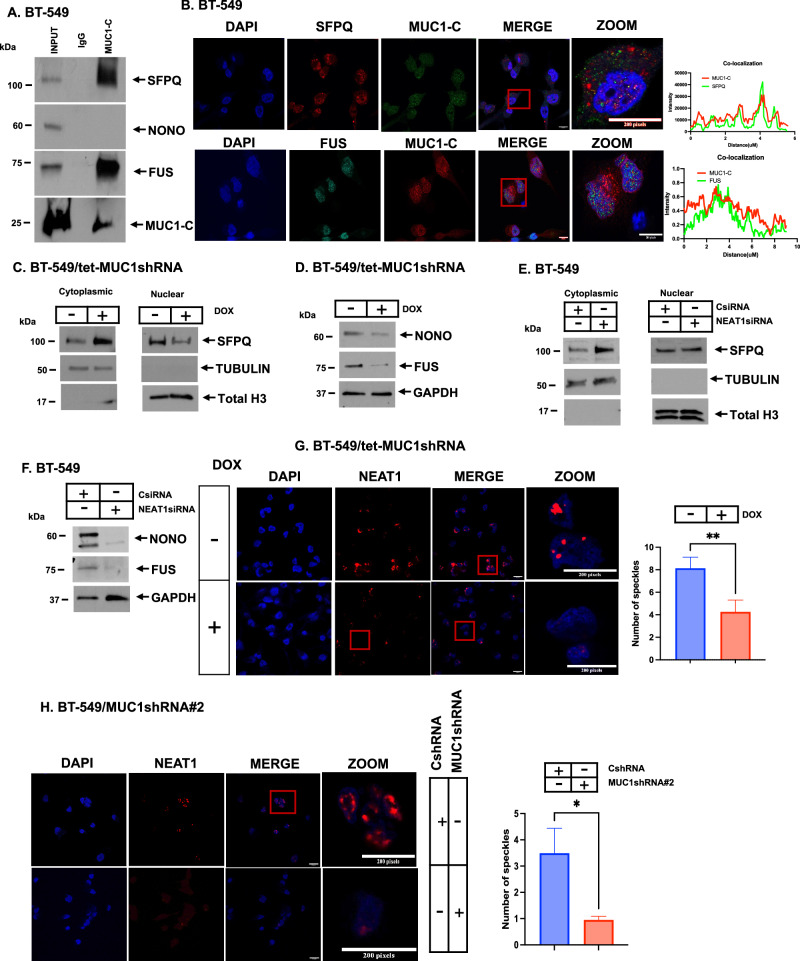
MUC1-C-induced regulation of RBP proteins. **A** Lysates of BT-549 cells were immunoprecipitated with a control IgG or anti-MUC1-C. The input lysate and precipitates were immunoblotted with antibodies against the indicated proteins. **B** Immunofluorescence staining of MUC1-C, SFPQ, and FUS in BT-549 cells. Nuclei were stained with DAPI. The enlarged inset images and colocalization analyses are on the right. Pearson’s coefficients of colocalization: MUC1-C + SFPQ = 0.625, MUC1-C + FUS = 0.594. **C** Cytoplasmic and nuclear lysates from BT-549/CsiRNA and BT-549/NEAT1siRNA cells were immunoblotted with antibodies against the indicated proteins. **D** Total cell lysates of BT-549/tet-MUC1shRNA cells treated with vehicle or DOX for 7 days were immunoblotted with antibodies against the indicated proteins. **E** Cytoplasmic and nuclear lysates from BT-549/CsiRNA and BT-549/NEAT1siRNA were immunoblotted with antibodies against the indicated proteins. **F** Total cell lysates from BT-549/CsiRNA and BT-549/NEAT1siRNA cells were immunoblotted with antibodies against the indicated proteins. **G** Representative NEAT1 RNA-FISH images of BT-549/tet-MUC1shRNA cells treated with vehicle or DOX for 7 days with highlighting of red NEAT1 foci. **H** Representative NEAT1 RNA-FISH images of BT-549/CshRNA and BT-549/MUC1shRNA#2 cells with highlighting of red NEAT1 foci.

### MUC1-C/NEAT1 pathway confers chemoresistance

MUC1-C promotes resistance of cancer cells to cytotoxic and targeted agents [14, 15, 42]; whereas less is known regarding involvement of NEAT1 in the drug-resistant phenotype. In this regard, studies of BT-549 cells selected for resistance to paclitaxel (PTX) [18] demonstrated that BT-549/PTX-R cells have increased NEAT1_1 and NEAT1_2 levels compared to parental BT-549 cells (Fig. 6A). Moreover, targeting MUC1-C in BT-549/PTX-R cells downregulated NEAT1_1 and NEAT1_2 expression (Fig. 6B; Supplementary Fig. S6A). Of functional significance, silencing NEAT1 in BT-549 and BT-549/PTX-R cells decreased expression of the ABC transporters ABCC4/5 that promote PTX efflux (Fig. 6C; Supplementary Fig. S6B) and increased PTX sensitivity (Fig. 6D; Supplementary Fig. S6C). By extension, similar results were obtained in DU-145 cells resistant to docetaxel (DTX); that is, (i) NEAT1_1 and NEAT1_2 levels were increased in DU-145/DTX-R cells compared to parental DU-145 cells (Supplementary Fig. S6D), (ii) targeting MUC1-C in DU-145/DTX-R cells decreased NEAT1_1 and NEAT1_2 expression (Supplementary Fig. S6E), and (iii) silencing NEAT1 downregulated expression of the ABCC4/5 transporters (Supplementary Fig. S6F). We also observed increased DTX sensitivity with silencing of NEAT1 in DU-145/DTX-R cells (Supplementary Fig. S6G). As further support for NEAT1 dependency, NEAT1 knockdown in BT-549/PTX-R and DU-145/DTX-R cells decreased their capacity for clonogenic survival (Fig. 6E; Supplementary Fig. S6H). In assessing whether these results extend to TNBC tumors, we found that MUC1 significantly associates with NEAT1 expression (Fig. 6F). Moreover, analysis of patients with grade 3 TNBCs treated with cytotoxic anti-cancer agents demonstrated that those with MUC1-high (Fig. 6G) and NEAT1-high (Fig. 6H) tumors had significantly decreased relapse-free survival, supporting involvement of the MUC1-C/NEAT1 pathway in conferring chemoresistance.

**Fig. 6:**
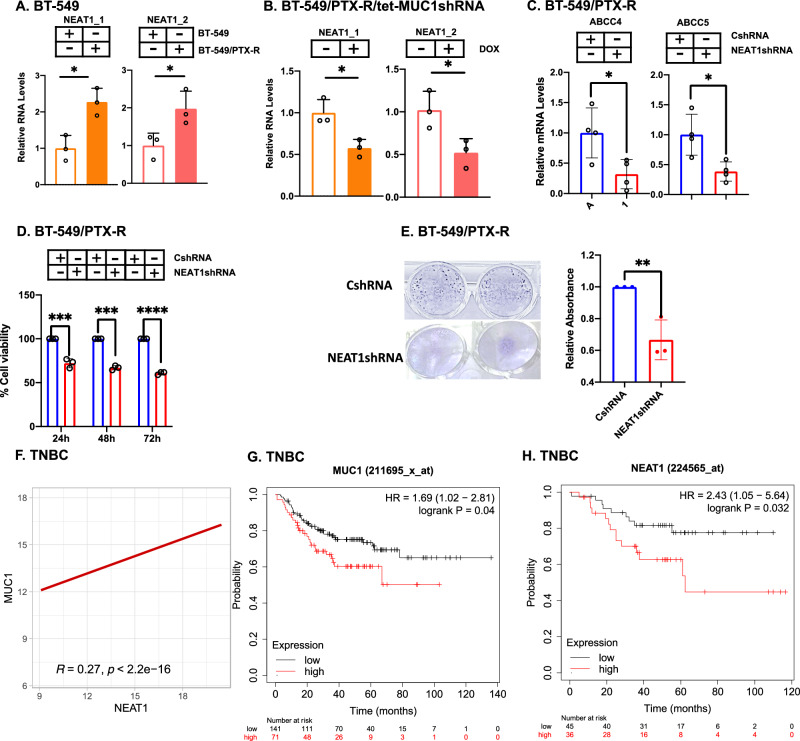
MUC1-C/NEAT1 pathway contributes to chemoresistance. **A** BT-549 and BT-549/PTX-R cells were analyzed for NEAT1_1 and NEAT1_2 transcripts by qRT-PCR. The results (mean±SD of three replicates) are expressed as relative levels compared to that obtained for BT-549 cells (assigned a value of 1). **B** BT-549/PTX-R cells expressing tet-MUC1shRNA were treated with vehicle or DOX for 7 days and analyzed for NEAT1_1 and NEAT1_2 transcripts by qRT-PCR. The results (mean±SD of three replicates) are expressed as relative levels compared to that obtained for vehicle-treated cells (assigned a value of 1). **C** BT-549/PTX-R cells expressing CshRNA or NEAT1shRNA were analyzed for ABCC4 and ABCC5 transcripts by qRT-PCR. The results (mean±SD of three independent replicates) are expressed as relative levels compared to that obtained for CshRNA cells (assigned a value of 1). **D** BT-549/PTX-R cells expressing CshRNA or NEAT1shRNA were treated with 1 nM PTX for 24, 48, and 72 h. Cell viability was assessed by Alamar blue assay. The results (mean ± SD of 3 biologic replicates each with 5 determinations) are expressed as relative levels compared to that obtained for CshRNA cells (assigned a value of 1). **E** BT-549/PTX-R cells expressing CshRNA or NEAT1shRNA treated with PTX were analyzed for colony formation. Shown are representative photomicrographs of stained colonies (left). The results (mean±SD of three biologic replicates) are expressed as relative absorbance compared to that for untreated cells (assigned a value of 1) (right). **F** Analysis of the TCGA BRCA cohort assessing the correlation of MUC1 with NEAT1 in patient samples. Disease-free survival of patients with grade 3 TNBC tumors treated with cytotoxic chemotherapy expressing high vs low levels of MUC1 (**G**) and NEAT1 (**H**).

### MUC1-C/NEAT1 pathway promotes the CSC state

MUC1-C integrates the CSC state and treatment resistance [14, 15, 42]. Less is known about dependency of CSCs on NEAT1 [50–52]. As reported for MUC1-C [14, 15, 42], silencing NEAT1 was associated with suppressing the BENPORATH ES gene signature (Fig. 7A), derived from embryonic stem cells and advanced carcinomas [53]. 

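The BENPORATH ES gene set was not used here, and the genes NOTCH1 and NOTCH2 were followed in the NEAT1-silenced BT-549 cells. NOTCH1, on the minus strand of chromosome 9 of GRCh38 from 136494433 to 136546048, had 2.27 ± 0.281 TPM (SD, n = 3) with CsiRNA and 1.57 ± 0.183 TPM (SD, n = 3) with NEAT1siRNA. Its log2 fold change was -0.35 (standard error 0.10, adjusted p = 0.0224 from limma). NOTCH2, on the minus strand of chromosome 1 from 119911553 to 120100779, had 30.5 ± 3.33 TPM (SD, n = 3) with CsiRNA and 24.4 ± 1.69 TPM (SD, n = 3) with NEAT1siRNA. Its log2 fold change was -0.31 (standard error 0.10, adjusted p = 0.0349 from limma). NOTCH2 shares sequence with the partial copies of the NOTCH2NL family, and the authors' counting could have split reads between them, so its level is uncertain. For both genes the NEAT1siRNA values lay below the CsiRNA range in 3 of 3 libraries. A mean of 404 reads per library was recovered for NOTCH1 and 7360 for NOTCH2. Both calls were lost without CsiRNA replicate 1, with an adjusted p from limma of 0.130 for NOTCH1 and 0.240 for NOTCH2. The same held without NEAT1siRNA replicate 3 (0.123 and 0.176) and with no filter on TPM (0.119 and 0.141). In the authors' deposited table, the log2 fold change was -0.48 for NOTCH1 and -0.27 for NOTCH2, with adjusted p-values of 0.000552 and 0.00203.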

We found that MUC1-C and NEAT1 regulate common sets of BENPORATH ES genes, which included those encoding the NOTCH1 and NOTCH2 stemness factors (Fig. 7B; Supplementary Figs. S7A and S7B). Downregulating MUC1-C (Fig. 7C) and NEAT1 (Fig. 7D) also decreased expression of the NOTCH1 and NOTCH2 proteins and their downstream target HEY1. NEAT1_2, but not NEAT1_1, is essential for paraspeckle formation [2]. Silencing MUC1-C and NEAT1 decreased cell surface expression of the CD44 stemness marker as determined by flow cytometry (Supplementary Fig. S7D, E). Analysis of BT-549 cells grown as monolayers in 2D culture and as tumorspheres in 3D culture further demonstrated upregulation of MUC1-C in association with decreases in NEAT1_1 and increases in NEAT1_2 transcripts (Fig. 7E). In addition, silencing MUC1-C in BT-549 3D cells downregulated NEAT1_2, but not NEAT1_1, transcripts (Fig. 7F). In support of the MUC1-C/NEAT1 auto-regulatory pathway in 3D cells, (i) silencing NEAT1 suppressed MUC1-C expression (Supplementary Fig. S7C) and (ii) silencing MUC1-C and NEAT1 downregulated cell surface CD44 expression (Supplementary Fig. S7D and S7E). As reported for MUC1-C [26, 28, 37, 38], silencing NEAT1 suppressed clonogenic survival (Supplementary Fig. S7F) and tumorsphere formation (Fig. 7G; Supplementary Fig. S7G). Additionally, overexpression of MUC1-C in NEAT1-silenced cells (Supplementary Fig. S7H) rescued the loss of capacity for clonogenic survival (Supplementary Fig. S7I) and tumorsphere formation (Fig. 7H), indicating that the NEAT1_2 isoform is of importance for the stemness phenotype and that MUC1-C/NEAT1_2 signaling drives CSC clonogenicity and self-renewal.

**Fig. 7:**
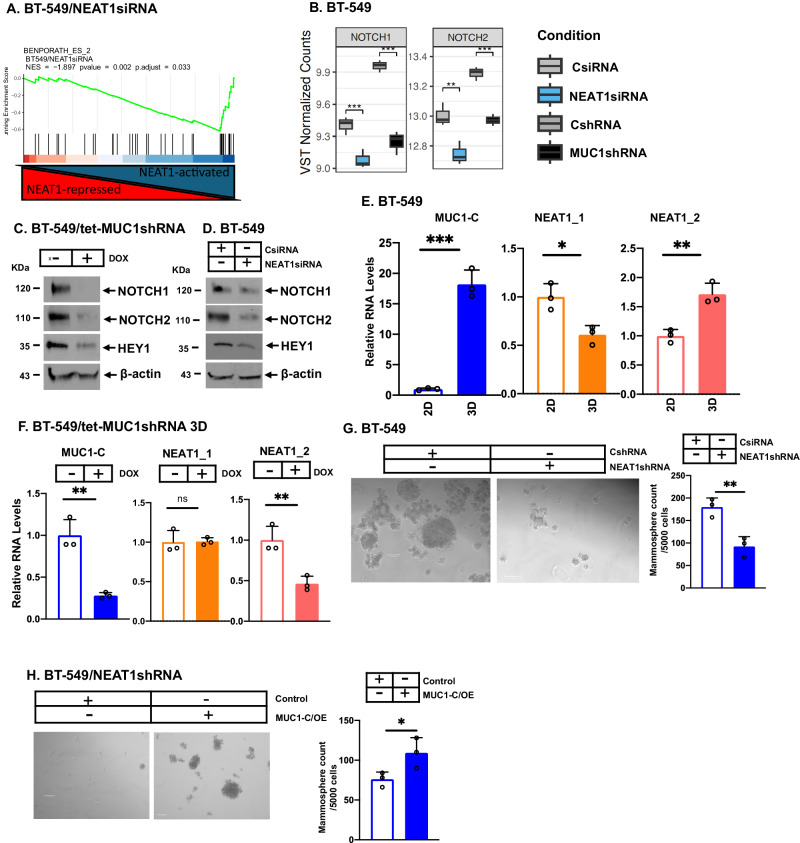
MUC1-C/NEAT1 pathway drives the CSC state. **A** RNA-seq was performed in triplicate on BT-549/NEAT1siRNA and BT-549/CsiRNA cells. GSEA was performed using the BENPORATH ES 2 gene signature. **B** Candidate box plots showing common NEAT1 and MUC1-C driven stemness genes from RNA-seq data. **C** Lysates of BT-549/tet-MUC1shRNA cells treated with vehicle or DOX for 7 days were immunoblotted with antibodies against the indicated proteins. **D** Lysates from BT-549/CsiRNA and BT-549/NEAT1siRNA cells were immunoblotted with antibodies against the indicated proteins. **E** BT-549 cells grown as monolayers in 2D culture and as tumorspheres in 3D culture were analyzed for the indicated RNA levels by qRT-PCR. The results (mean±SD of three replicates) are expressed as relative levels compared to that obtained for BT-549 2D cells (assigned a value of 1). **F** BT-549/tet-MUC1shRNA 3D cells treated with vehicle or DOX for 7 days were analyzed for the indicated RNA levels. The results (mean±SD of three replicates) are expressed as relative levels compared to that obtained for vehicle-treated cells (assigned a value of 1). **G** BT-549/CshRNA 3D and BT-549/NEAT1shRNA 3D cells were analyzed for tumorsphere formation. Photomicrographs are shown for the tumorspheres (bar represents 100 μm; left). The results (mean ± SD of three determinations) are expressed as tumorsphere number (right). **H** BT-549/NEAT1shRNA 3D cells transfected with an empty or MUC1-C-expressing vector were analyzed for tumorsphere formation. Photomicrographs are shown for the tumor spheres (bar represents 100 μm; left). The results (mean ± SD of three determinations) are expressed as tumorsphere number (right).

## Discussion

MUC1-C governs auto-inductive circuits that activate inflammatory, proliferative and remodeling pathways associated with the wound-healing response of barrier tissues [14, 15, 42]. These pathways become established by prolonged adaptation of barrier epithelia to chronic inflammation in the progression to cancer [14, 15, 33, 42]. The present results uncover a previously unrecognized role for MUC1-C in integrating activation of the inflammatory NF-κB pathway with driving expression of the *NEAT1* gene in cancer cells. TP53 and other stress-responsive TFs, but not NF-κB to our knowledge, have been linked to *NEAT1* activation [6]. *NEAT1* is widely overexpressed in human cancers and is associated with poor clinical outcomes, which have been attributed in part to an essential role for forming paraspeckles in the response to loss of homeostasis [7]. Our studies demonstrate that MUC1-C/NF-κB complexes occupy a *NEAT1* PLS region. MUC1-C binds directly to NF-κB and promotes NF-κB occupancy on its target genes [14, 15, 42, 44, 54]. Concordant with this function, silencing MUC1-C decreased occupancy of NF-κB on the *NEAT1* PLS region. MUC1-C activates the BAF and PBAF chromatin remodeling complexes and induces global changes in chromatin accessibility across the entire genomes of cancer cells [25–27, 38]. We report that occupancy of MUC1-C/NF-κB complexes on the *NEAT1* PLS recruits BRG1 and PBRM1 in association with increases in chromatin accessibility (Fig. 8A). As confirmation of MUC1-C dependence, targeting MUC1-C decreased chromatin accessibility of the *NEAT1* promoter with downregulation of both NEAT1_1 and NEAT1_2 transcripts [6]. These results identify involvement of MUC1-C in driving NEAT1_1 and NEAT1_2 expression by a mechanism involving chromatin remodeling of the *NEAT1* gene.

**Fig. 8:**
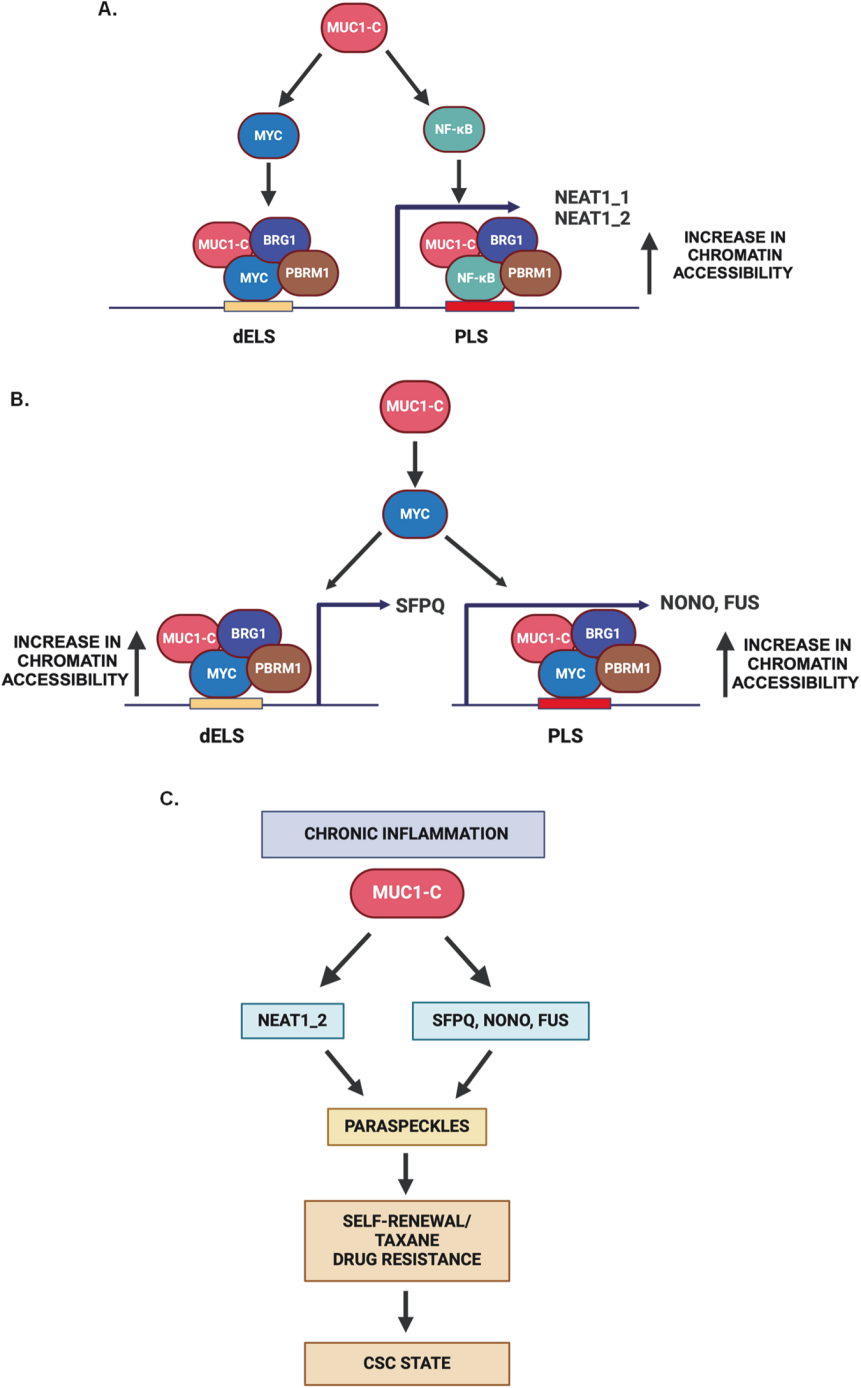
Schema depicting MUC1-C-mediated regulation of *NEAT1* and NEAT1-binding proteins. **A** MUC1-C binds directly to NF-κB p65 and MYC in regulating their target genes. Based on the present results, MUC1-C/NF-κB complexes occupy the *NEAT1* gene PLS region and recruit BRG1 and PBRM1 with increases in chromatin accessibility and expression. As confirmation of MUC1-C dependence, silencing MUC1-C decreased occupancy of NF-κB, BRG1, and PBRM1, and chromatin accessibility of *NEAT1* gene PLS region. Silencing MUC1-C similarly decreased occupancy of MYC, BRG1, and PBRM1 on the *NEAT1* dELS region. In concert with these results, MUC1-C, NF-κB, MYC, BRG1, and PBRM1 were necessary for NEAT1_1 and NEAT1_2 expression. **B** MUC1-C/MYC complexes integrate activation of *NEAT1* with regulation of the *SFPQ, NONO* and *FUS* genes. MUC1-C was shown to be necessary for occupancy of MYC, BRG1, and PBRM1 on the (i) *SFPQ* dELS region, and (ii) *NONO* and *FUS* PLS regions. MUC1-C, MYC, BRG1, and PBRM1 were also necessary for chromatin accessibility of the *SFPQ, NONO*, and *FUS* genes and their expression. **C** MUC1-C forms complexes with SFPQ and FUS, but not NONO, and MUC1-C localizes with SFPQ and FUS in paraspeckles. As found for NEAT1_2, SFPQ, NONO, and FUS expression, silencing MUC1-C decreased paraspeckle formation. In terms of functional significance, MUC1-C and NEAT1 drive gene signatures associated with intrinsic chronic inflammation and cancer progression. MUC1-C and NEAT1 were necessary for self-renewal capacity and drug resistance in concert with driving inflammatory memory and the CSC state.

The binding of the MUC1-C cytoplasmic domain to the MYC HLH-LZ region regulates expression of MYC target genes [24]. MYC has been linked to induction of NEAT1 expression [6]. Along these lines, we found that MUC1-C is necessary for (i) MYC occupancy of the *NEAT1* PLS region, (ii) recruitment of BRG1 and PBRM1, (iii) PBRM1-driven increases in chromatin accessibility, and (iv) MYC-mediated NEAT1 expression (Fig. 8A). Surprisingly, we found that, in addition to NEAT1, MUC1-C signaling is necessary for induction of the essential SFPQ, NONO and FUS proteins [2, 9], indicating that MUC1-C plays parallel roles in integrating NEAT1 and RBPs necessary for the formation of paraspeckles (Fig. 8B). We found that MUC1-C-induced expression of SFPQ, NONO and FUS is mediated by MYC and not NF-κB. The MUC1-C cytoplasmic domain serine-rich motif confers binding to NF-κB, whereas the redox-sensitive CQC motif binds directly to the MYC HLH-LZ region [15], suggesting that MUC1-C could function in integrating NF-κB- and MYC-mediated induction of NEAT1 with MYC-driven activation of the essential RBP-encoding genes. By way of analogy with *NEAT1* regulation, we found that MUC1-C is necessary for (i) MYC occupancy of the *SFPQ, NONO*, and *FUS* genes, and (ii) PBRM1-dependent increases in chromatin accessibility in association with induction of their expression (Fig. 8B). We also found by coimmunoprecipitation and localization studies that MUC1-C associates with SFPQ and FUS, but not NONO (Fig. 8C). Our results further demonstrate that MUC1-C differentially regulates the abundance of these essential RBPs in that targeting MUC1-C decreased NONO and FUS, while increasing SFPQ levels in the cytoplasm. The functional significance underpinning this differential regulation of NONO and FUS vs SFPQ is unclear; however, SFPQ activates the cytoplasmic RIG-I stress response with increases in IFNβ production [55], which is of interest in that this pathway is induced by MUC1-C in cancer cells in association with chronic inflammation, DNA damage resistance and immune evasion [38, 46]. These results demonstrate that MUC1-C plays a previously unreported role in regulating the expression of SFPQ, NONO, and FUS by a mechanism of chromatin remodeling that is integrated with activation of the *NEAT1* gene.

MUC1-C is activated by disruption of homeostasis and induces lineage plasticity, EMT, and epigenetic reprogramming associated with wound healing [14, 15, 42]. Paraspeckles are increased in response to diverse stress-inducing alterations, which include inflammation, cell lineage transitions, and cancer [10, 56, 57]. MUC1 first appeared in mammals and, along these lines, paraspeckles are mammalian-specific structures [14, 15, 42, 58]. The evolutionary concordance of MUC1-C and paraspeckles supported the contention that they may intersect in promoting the response to loss of homeostasis, which in settings of chronic inflammation could contribute to cancer (Fig. 8C). Underpinning this intersection, dysregulation of MUC1-C [14, 15, 42] and paraspeckle formation [50–52, 57, 59] each contribute to cancer progression. In line with their integration in promoting cancer, our results further demonstrate that MUC1-C and NEAT1 regulate common sets of genes associated with chronic inflammation, induction of EMT and activation of the NOTCH1/2 stemness factors. The CSC state is of importance in conferring therapeutic resistance [60–63]. We found that MUC1-C and NEAT1 contribute to cytotoxic drug resistance in different cancer models. In addition, our results consolidate the interaction between MUC1-C and NEAT1 by demonstrating in enriched CSC populations that (i) MUC1-C is necessary for regulation of NEAT1_2, and (ii) targeting NEAT1 suppresses MUC1-C expression. To lend further credence to the MUC1-C/NEAT1 auto-regulatory pathway, we show that MUC1-C and NEAT1 are necessary for CSC self-renewal capacity. These results collectively indicate that (i) MUC1-C is required for NEAT1 expression and thereby paraspeckle formation and (ii) MUC1-C and NEAT1 contribute to the regulation of genes that promote cancer progression. In this way, MUC1-C integrates changes in chromatin with the formation of subnuclear paraspeckles to regulate gene expression.

Our results further indicate that MUC1-C could contribute to the formation of other biomolecular condensates. Along these lines, MUC1-C (i) regulates SFPQ, NONO, and FUS expression, and (ii) forms complexes with SFPQ and FUS that promote LLPS in other settings, such as at sites of DNA damage repair [64–66]. MUC1-C also localizes to PML bodies that, like paraspeckles, are biomolecular condensates restricted to mammals [67]. Additionally, MUC1-C regulates (i) the XIST lncRNA [68], which initiates X chromosome inactivation by forming phase-separated structures [69, 70], and (ii) TDP-43 [68], which regulates XIST and paraspeckle formation [71]. MUC1-C is modified by galectin-3, includes an intrinsically disordered domain, forms multimers, and binds to RNPs, which are characteristics that can contribute to the formation of biomolecular condensates [15, 42, 72]. Subsequent studies will therefore be needed to determine if MUC1-C is necessary for the formation of other nuclear or cytoplasmic stress bodies.

## Materials and methods

### Cell culture

Human BT-549 TNBC cells (ATCC, Manassas, VA, USA) were cultured in RPMI1640 medium (Thermo Fisher Scientific, Waltham, MA, USA) with 10% fetal bovine serum (FBS; GEMINI Bio-Products, West Sacramento, CA, USA), 100 μg/ml streptomycin, 100 U/ml penicillin and 10 μg/ml insulin. Human MDA-MB-436 TNBC cells (ATCC) were cultured in RPMI1640 medium (Thermo Fisher Scientific, Waltham, MA, USA) with 10% fetal bovine serum (FBS; GEMINI Bio-Products, West Sacramento, CA, USA), 100 μg/ml streptomycin and 100 U/ml penicillin. Human MDA-MB-468 TNBC cells (ATCC) were cultured in Leibovitz’s L-15 medium (Thermo Fisher Scientific) containing 10% FBS. DU-145 CRPC cells (ATCC) were cultured in RPMI1640 medium (Corning Life Sciences, Corning, NY, USA) with 10% heat-inactivated FBS. Cells were treated with the NF-κB inhibitor BAY11-7082 (S2913; Selleckchem, Houston, TX, USA) and MUC1-C inhibitor GO-203.

Short tandem repeat (STR) analysis was performed for authentication of the cells. Mycoplasma contamination was monitored using the MycoAlert Mycoplasma Detection Kit (Lonza, Rockland, MA, USA). Cells were cultured for 3 months when performing experiments.

### Gene silencing and rescue

MUC1shRNA (MISSION shRNA TRCN0000122938; Sigma, St. Louis, MO, USA), MYCshRNA (MISSION shRNA TRCN0000039642; Sigma) or a control scrambled CshRNA (Sigma) was integrated into pLKO-tet-puro (Plasmid #21915; Addgene, Cambridge, MA, USA) as described [31]. The MUC1shRNA#2 (MISSION shRNA TRCN0000430218), PBRM1shRNA (MISSION shRNA TRCN0000235890), NF-κBshRNA (MISSION shRNA TRCN0000014687), BRG1shRNA (MISSION shRNA TRCN0000231102) and ARID1AshRNA (MISSION shRNA TRCN0000059090) was produced in HEK293T cells as described [46]. shRNA targeting NEAT1 (5’-CATGGACCGTGGTTTGTTACT3’) was purchased from GenePharma (Shanghai, China). MUC1-C cDNA and Flag-tagged MUC1-CD [73] were inserted into pInducer20 (Plasmid #44012, Addgene) [74]. Transduced cells were selected for growth in 1–2 μg/ml puromycin. Cells were cultured in 0.1% DMSO as the vehicle control or 500 ng/ml DOX (Millipore Sigma). Control siRNA (Cat no-4390843) and NEAT1 targeted siRNA (Cat. no-4390771, ID-n272457) (ThermoFisher Scientific) were transfected into cells using Lipofectamine 3000 (Invitrogen).

### Quantitative reverse-transcription PCR (qRT-PCR)

Total cellular RNA was isolated with Trizol reagent (Thermo Fisher Scientific). The High Capacity cDNA Reverse-Transcription Kit (Applied Biosystems, Grand Island, NY, USA) was used for cDNA synthesis) as described [31]. cDNAs were amplified with the Power SYBR Green PCR Master Mix (Applied Biosystems) and the CFX96 Real-Time PCR System (BIO-RAD, Hercules, CA, USA) as described [31].

### Click-iT Nascent RNA Assay

Nascent RNA labeling with EU was performed using the Click-iT Nascent RNA Capture kit (Invitrogen) according to the manufacturer’s protocol. Briefly, cells were pulsed with 0.5 mM EU for 24 h. Total RNA was then isolated, and the nascent transcripts were captured on streptavidin magnetic beads. cDNA synthesis was performed using the Superscript VILO cDNA synthesis kit (Invitrogen) followed by analysis with qRT-PCR.

### Immunoblot analysis

Total lysates prepared from non-confluent cells were subjected to immunoblot analysis using anti-MUC1-C (HM-1630-P1ABX, 1:1000 dilution; Thermo Fisher Scientific), anti-β-actin (A5441, 1:5000 dilution; Sigma-Aldrich), anti-GAPDH (5174, 1:5000 dilution; CST), anti-SFPQ (ab177149, 1:1000 dilution; Abcam), anti-NONO (#90336, 1:1000 dilution, CST), anti-FUS (ab124923, 1:1000 dilution, Abcam), anti-total H3 (ab18521, 1:1000 dilution, Abcam), anti-MYC (#ab32072, 1:1000 dilution; Abcam), anti-tubulin (#2144S, 1:1000 dilution; CST),anti-NOTCH1 (#3608, 1:1000 dilution; CST), anti-NOTCH2 (#5732, 1:1000 dilution; CST) and anti-HEY1 (#19929-1-AP,1:1000 dilution; Proteintech).

### Chromatin immunoprecipitation studies

Cells were crosslinked with 1% formaldehyde for 5 min at 37 °C, quenched with 2 M glycine, washed with PBS, and then sonicated in a Covaris E220 sonicator to generate 300–600 bp DNA fragments. Immunoprecipitations were performed with a control IgG (3900S, CST) or antibodies against MUC1-C (#16564S, CST), MYC (#ab32072; Abcam), NF-κB p65 (#ab16502, Abcam), BRG1 (#ab8580, Abcam) and anti-PBRM1 (A301-591A; Bethyl Laboratories). Immunoprecipitated DNA was analyzed using SYBR-green and the CFX384 real-time PCR machine (Bio-Rad, USA). Data are reported as a percentage of input DNA for each sample.

### RNA-seq analysis

Total RNA was isolated with the RNeasy Plus Mini Kit (Qiagen) from cells cultured in triplicates. Library preparation was performed using TruSeq Stranded mRNA (Illumina, San Diego, CA, USA) as described [28]. Human genome (GRCh38.74) was used to align raw sequencing reads with STAR as described [28]. Gene counts were normalized and differential expression analysis was performed using DESeq2 as described [28]. The fgsea (v1.8.0) package in R was used for differential expression rank order and GSEA. Queried gene sets included those available through the Molecular Signatures Database (MsigDB) as described [28].

### Coimmunoprecipitation studies

Protein lysates were immunoprecipitated with anti-MUC1-C (HM-1630-P1ABX; Thermo Fisher Scientific) or a rabbit isotype control IgG (3900S, CST) using the Pierce Classic Magnetic Co-IP Kit (Thermo Fisher Scientific).

### Cell proliferation assays

BT-549/PTX-R cells and DU-145/DTX-R cells with and without NEAT1 silencing were seeded at 6000 cells per well in 96-well plates. After 24 h, cells were treated with 1 nM PTX for 24, 48, and 72 h or 1 nM Docetaxel for 24,48 and 72 h. The Alamar Blue assay was used to assess cell viability (Thermo Fisher Scientific). Fluorescence intensity (560 nm excitation/590 nm emission) was measured in quintuplicate.

### Colony formation assays

Cells were seeded in 24-well plates. After 7–10 days, cells were stained with 0.5% crystal violet/25% methanol (LabChem, Zelienople, PA, USA). Colonies were counted in triplicate wells.

### Tumorsphere formation assays

Single-cell suspensions were cultured in MammoCult Human MediumKit (Stemcell Technologies) at a density of 5000 cells/well of a 6-well ultralow attachment culture plate (Corning) for 10 days as described [27]. Tumorspheres with a diameter >50 microns were counted under an inverted microscope in triplicate wells.

### RNAscope and protein multiplexing

Cells were grown on chambered slides, fixed with freshly made 4% PFA for 10 min, washed with 1X PBS and permeabilized with PBS-Triton (0.5%) for 15 min at room temperature. Cells were washed with PBS-Triton (0.1%) and then twice in 2× SSC-T for 5 min at room temperature at each wash step. The slides were rinsed twice in MilliQ-grade water and treated with the ACDBio Hydrogen Peroxide pre-treatment for 10 min at room temperature. The slides were then rinsed with MilliQ-grade water and the cells were incubated with RNAScope probes against (i) NEAT1 (1125421-C1; bio-techne, Minneapolis, MN, USA) overnight at 40 °C. Probe signal amplification was performed using the ACDBio RNAScope 2.5 HD Detection Brown kit (322310; bio-techne) and reaction with Biotium CF647 Tyramide (96022; bio-techne) to visualize probe staining. Slides were washed with TBS-T and then incubated with primary antibodies against MUC1-C (HM-1630-P1ABX; Thermo Fisher Scientific) overnight at 4 °C. After washing again with TBS-T, slides were incubated with AF568-tagged secondary antibodies against mouse IgG (A10037; Thermo Fisher Scientific) and Armenian hamster AF488-tagged Ig (ab173003; Abcam) for 2 h at room temperature. Slides were washed with TBS-T, stained with DAPI, mounted with Prolong Gold and visualized under a confocal microscope.

### Immunofluorescence analysis

BT-549 cells were fixed in 4% paraformaldehyde (Sigma) at room temperature for 10 min. Samples were treated with 0.1% Triton X-100 (Sigma) at room temperature for 10 min, blocked with 3% Normal Goat Serum (Gibco), incubated with anti-SFPQ (ab177149, 1:200 dilution; Abcam), anti-NONO (#90336, 1:200 dilution, CST), anti-FUS (ab124923, 1:200 dilution, Abcam), and anti-PSPC1 (no-1671-41-AP, 1:100 dilution, Proteintech) at 4°C overnight and then incubated with goat anti-rabbit IgG H and L labeled with Alexa Fluor 488 (Abcam), anti-hamster IgG Alexa Fluor 568(Abcam) at room temperature for 1 h. Invitrogen™ ProLong™ Diamond Antifade Mountant with DAPI (Invitrogen) was used for staining of nuclei. The cells were analyzed using a Zeiss 980 Confocal microscope. Colocalization analysis was performed by (i) Zeiss’s Zen software and (ii) ImageJ plugin JACoP (Just Another Colocalization Plugin; https://github.com/fabricecordelieres/IJ-Plugin_JACoP/releases). Pearson’s coefficient was used as a colocalization indicator. The number of speckles were quantified using Cellpose in Cell Profiler and ImageJ software.

### ATAC-seq

ATAC-seq libraries were generated from three biologically independent replicates per condition as described [27, 75]. The raw ATAC-seq data were processed using the pipeline: (https://github.com/macs3-project/genomics-analysis-pipelines). To generate the signal tracks for the Integrative Genome Browser (IGV) snapshots, we used MACS2 to pileup the aligned ATAC-seq read pairs and normalized the pileup values by the million read depth of each library as described [27].

### Chromatin accessibility assay

DNAse1 chromatin accessibility assays were performed on chromatin isolated as described [27]. Aliquots of chromatin were left untreated or digested with 3 U/100 μl Dnase I (Promega, Madison, WI, USA) for 5 min at room temperature as described [27]. DNA was purified and amplified by qPCR using primers listed in Supplementary Table S2. qPCR results were analyzed according to the formula 100/2^Ct (Dnase I) −Ct (no Dnase I)^. The data were normalized to input DNA without Dnase I treatment.

### Flow cytometry

Cells were washed with PBS and harvested with 0.05% TryplE. Cells were resuspended in FACS staining buffer (Invitrogen) (10^6^ cells/100 μl). Conjugated anti-human CD44 (FITC, cat. #555478; BD Biosciences, San Diego, CA, USA) was added to the cell suspension at concentrations recommended by the manufacturer and then incubated at 4 °C in the dark for 30–40 min. The labeled cells were washed in the staining buffer, then fixed in PBS containing 2% paraformaldehyde, and then analyzed on MACSQuant Analyzer 10 Flow Cytometer (Miltenyi Biotec, Waltham, MA) to acquire 20,000 events for each sample. Data were analyzed with FlowJo v10.6.2 (BD Biosciences) software.

### Analysis of human TNBC tumors

Raw Read Counts of the Breast Invasive Carcinoma data collection were downloaded from TCGA using TCGAbiolinks (version 2.30). Reads were normalized to TMM (Trimmed Mean of M-values) values using endeR for subsequent Spearman’s Correlation Analysis. Survival curves based on MUC1 and NEAT1 expression levels were generated using the Kaplan–Meier Plotter (http://kmplot.com/analysis/). Patients with grade 3 breast cancer treated with chemotherapy were included in this analysis. The statistical difference was calculated using the log-rank test. The prognostic value of gene expression levels was assessed using the Cox proportional hazards regression model.

### Statistics

Each experiment was performed at least three times. Data are expressed as the mean ± SD. The unpaired Mann–Whitney *U*-test was used to determine differences between means of groups. A *p* value of <0.05 denoted by an asterisk (*) was considered statistically significant.

### Supplementary information

Supplementary data

## Data Availability

The accession numbers for the (i) RNA-seq data are GEO Submission GSE164141 and GSE247441, and (ii) ATAC-seq data are GEO Submission GSE180599.

## References

[1] Fox AH, Nakagawa S, Hirose T, Bond CS (2018). Paraspeckles: where long noncoding RNA meets phase separation. Trends Biochem Sci.

[2] Naganuma T, Nakagawa S, Tanigawa A, Sasaki YF, Goshima N, Hirose T (2012). Alternative 3'-end processing of long noncoding RNA initiates construction of nuclear paraspeckles. EMBO J.

[3] Wilusz JE, JnBaptiste CK, Lu LY, Kuhn CD, Joshua-Tor L, Sharp PA (2012). A triple helix stabilizes the 3' ends of long noncoding RNAs that lack poly(A) tails. Genes Dev.

[4] Wang Y, Hu SB, Wang MR, Yao RW, Wu D, Yang L (2018). Genome-wide screening of NEAT1 regulators reveals cross-regulation between paraspeckles and mitochondria. Nat Cell Biol.

[5] Wang Z, Li K, Huang W (2020). Long non-coding RNA NEAT1-centric gene regulation. Cell Mol Life Sci.

[6] Wang Y, Chen LL (2020). Organization and function of paraspeckles. Essays Biochem.

[7] Smith NE, Spencer-Merris P, Fox AH, Petersen J, Michael MZ (2022). The long and the short of it: NEAT1 and cancer cell metabolism. Cancers.

[8] Hirose T, Virnicchi G, Tanigawa A, Naganuma T, Li R, Kimura H (2014). NEAT1 long noncoding RNA regulates transcription via protein sequestration within subnuclear bodies. Mol Biol Cell.

[9] Kawaguchi T, Tanigawa A, Naganuma T, Ohkawa Y, Souquere S, Pierron G (2015). SWI/SNF chromatin-remodeling complexes function in noncoding RNA-dependent assembly of nuclear bodies. Proc Natl Acad Sci USA.

[10] McCluggage F, Fox AH (2021). Paraspeckle nuclear condensates: global sensors of cell stress?. Bioessays.

[11] Laurenzi T, Palazzolo L, Taiana E, Saporiti S, Ben Mariem O, Guerrini U (2022). Molecular modelling of NONO and SFPQ dimerization process and RNA recognition mechanism. Int J Mol Sci.

[12] Yamazaki T, Souquere S, Chujo T, Kobelke S, Chong YS, Fox AH (2018). Functional domains of NEAT1 architectural lncRNA Induce paraspeckle assembly through phase separation. Mol Cell.

[13] Kufe D (2009). Mucins in cancer: function, prognosis and therapy. Nat Rev Cancer.

[14] Kufe D (2020). MUC1-C in chronic inflammation and carcinogenesis; emergence as a target for cancer treatment. Carcinogenesis.

[15] Kufe D (2022). Emergence of MUC1 in mammals for adaptation of barrier epithelia. Cancers.

[16] Alam M, Bouillez A, Tagde A, Ahmad R, Rajabi H, Maeda T (2016). MUC1-C represses the Crumbs complex polarity factor CRB3 and downregulates the Hippo pathway. Mol Cancer Res.

[17] Rajabi H, Alam M, Takahashi H, Kharbanda A, Guha M, Ahmad R (2014). MUC1-C oncoprotein activates the ZEB1/miR-200c regulatory loop and epithelial-mesenchymal transition. Oncogene.

[18] Hata T, Rajabi H, Yamamoto M, Jin C, Ahmad R, Zhang Y (2019). Targeting MUC1-C inhibits TWIST1 signaling in triple-negative breast cancer. Mol Cancer Ther.

[19] Hiraki M, Maeda T, Bouillez A, Alam M, Tagde A, Hinohara K (2017). MUC1-C activates BMI1 in human cancer cells. Oncogene.

[20] Rajabi H, Hiraki M, Tagde A, Alam M, Bouillez A, Christensen CL (2017). MUC1-C activates EZH2 expression and function in human cancer cells. Sci Rep.

[21] Rajabi H, Tagde A, Alam M, Bouillez A, Pitroda S, Suzuki Y (2016). DNA methylation by DNMT1 and DNMT3b methyltransferases is driven by the MUC1-C oncoprotein in human carcinoma cells. Oncogene.

[22] Rajabi H, Hiraki M, Kufe D (2018). MUC1-C activates polycomb repressive complexes and downregulates tumor suppressor genes in human cancer cells. Oncogene.

[23] Bhattacharya A, Fushimi A, Wang K, Yamashita N, Morimoto Y, Ishikawa S (2023). MUC1-C intersects chronic inflammation with epigenetic reprogramming by regulating the SET1A compass complex in cancer progression. Comms Biol.

[24] Hata T, Rajabi H, Takahashi H, Yasumizu Y, Li W, Jin C (2019). MUC1-C activates the NuRD complex to drive dedifferentiation of triple-negative breast cancer cells. Cancer Res.

[25] Hagiwara M, Yasumizu Y, Yamashita N, Rajabi H, Fushimi A, Long MD (2021). MUC1-C activates the BAF (mSWI/SNF) complex in prostate cancer stem cells. Cancer Res.

[26] Hagiwara M, Fushimi A, Yamashita N, Battacharya A, Rajabi H, Long M (2021). MUC1-C activates the PBAF chromatin remodeling complex in integrating redox balance with progression of human prostate cancer stem cells. Oncogene.

[27] Bhattacharya A, Fushimi A, Yamashita N, Hagiwara M, Morimoto Y, Rajabi H (2022). MUC1-C dictates JUN and BAF-mediated chromatin remodeling at enhancer signatures in cancer stem cells. Mol Cancer Res.

[28] Yasumizu Y, Rajabi H, Jin C, Hata T, Pitroda S, Long MD (2020). MUC1-C regulates lineage plasticity driving progression to neuroendocrine prostate cancer. Nat Commun.

[29] Li W, Zhang N, Jin C, Long MD, Rajabi H, Yasumizu Y (2020). MUC1-C drives stemness in progression of colitis to colorectal cancer. JCI Insight.

[30] Luan Z, Morimoto Y, Fushimi A, Yamashita N, Suo W, Bhattacharya A (2021). MUC1-C dictates neuroendocrine lineage specification in pancreatic ductal adenocarcinomas. Carcinogenesis.

[31] Fushimi A, Morimoto Y, Ishikawa S, Yamashita N, Bhattacharya A, Daimon T (2022). Dependence on the MUC1-C oncoprotein in classic, variant and non-neuroendocrine small cell lung cancer. Mol Cancer Res.

[32] Morimoto Y, Fushimi A, Yamashita N, Hagiwara M, Bhattacharya A, Cheng J (2022). Addiction of Merkel cell carcinoma to MUC1-C identifies a potential new target for treatment. Oncogene.

[33] Yamashita N, Kufe D (2022). Addiction of cancer stem cells to MUC1-C in triple-negative breast cancer progression. Int J Mol Sci.

[34] Yamamoto M, Jin C, Hata T, Yasumizu Y, Zhang Y, Hong D (2019). MUC1-C integrates chromatin remodeling and PARP1 activity in the DNA damage response of triple-negative breast cancer cells. Cancer Res.

[35] Shigeta K, Hasegawa M, Kikuchi E, Yasumizu Y, Kosaka T, Mizuno R (2020). Role of the MUC1-C oncoprotein in the acquisition of cisplatin resistance by urothelial carcinoma. Cancer Sci.

[36] Yamashita N, Long M, Fushimi A, Yamamoto M, Hata T, Hagiwara M (2021). MUC1-C integrates activation of the IFN-gamma pathway with suppression of the tumor immune microenvironment in triple-negative breast cancer. J Immunother Cancer.

[37] Hagiwara M, Fushimi A, Bhattacharya A, Yamashita N, Morimoto Y, Oya M (2022). MUC1-C integrates type II interferon and chromatin remodeling pathways in immunosuppression of prostate cancer. OncoImmunol.

[38] Yamashita N, Morimoto Y, Fushimi A, Ahmad R, Bhattacharya A, Daimon T (2023). MUC1-C dictates PBRM1-mediated chronic induction of interferon signaling, DNA damage resistance and immunosuppression in triple-negative breast cancer. Mol Cancer Res.

[39] Li W, Han Y, Sun C, Li X, Zheng J, Che J (2022). Novel insights into the roles and therapeutic implications of MUC1 oncoprotein via regulating proteins and non-coding RNAs in cancer. Theranostics.

[40] Zhang Y, Yang M, Yang S, Hong F (2022). Role of noncoding RNAs and untranslated regions in cancer: a review. Med (Baltim).

[41] Leng Y, Cao C, Ren J, Huang L, Chen D, Ito M (2007). Nuclear import of the MUC1-C oncoprotein is mediated by nucleoporin Nup62. J Biol Chem.

[42] Kufe D (2022). Chronic activation of MUC1-C in wound repair promotes progression to cancer stem cells. J Cancer Metastasis Treat.

[43] Zhou W, Chen X, Hu Q, Chen X, Chen Y, Huang L (2018). Galectin-3 activates TLR4/NF-kappaB signaling to promote lung adenocarcinoma cell proliferation through activating lncRNA-NEAT1 expression. BMC Cancer.

[44] Ahmad R, Raina D, Joshi MD, Kawano T, Kharbanda S, Kufe D (2009). MUC1-C oncoprotein functions as a direct activator of the NF-kappaB p65 transcription factor. Cancer Res.

[45] Marshall AC, Cummins J, Kobelke S, Zhu T, Widagdo J, Anggono V (2023). Different low-complexity regions of SFPQ play distinct roles in the formation of biomolecular condensates. J Mol Biol.

[46] Yamashita N, Fushimi A, Morimoto Y, Bhattacharya A, Hagiwara M, Yamamoto M (2022). Targeting MUC1-C suppresses chronic activation of cytosolic nucleotide receptors and STING in triple-negative breast cancer. Cancers.

[47] Yamashita N, Withers H, Morimoto Y, Bhattacharya A, Haratake N, Diamon T (2023). MUC1-C integrates aerobic glycolysis with suppression of oxidative phosphorylation in triple-negative breast cancer stem cells. iScience.

[48] Lan Q, Liu PY, Haase J, Bell JL, Huttelmaier S, Liu T (2019). The critical role of RNA m(6)A methylation in cancer. Cancer Res.

[49] Pan Y, Ma P, Liu Y, Li W, Shu Y (2018). Multiple functions of m(6)A RNA methylation in cancer. J Hematol Oncol.

[50] Dong P, Xiong Y, Yue J, Hanley SJB, Kobayashi N, Todo Y (2018). Long non-coding RNA NEAT1: a novel target for diagnosis and therapy in human tumors. Front Genet.

[51] Klec C, Prinz F, Pichler M (2019). Involvement of the long noncoding RNA NEAT1 in carcinogenesis. Mol Oncol.

[52] Shin VY, Chen J, Cheuk IW, Siu MT, Ho CW, Wang X (2019). Long non-coding RNA NEAT1 confers oncogenic role in triple-negative breast cancer through modulating chemoresistance and cancer stemness. Cell Death Dis.

[53] Ben-Porath I, Thomson MW, Carey VJ, Ge R, Bell GW, Regev A (2008). An embryonic stem cell-like gene expression signature in poorly differentiated aggressive human tumors. Nat Genet.

[54] Ahmad R, Raina D, Trivedi V, Ren J, Rajabi H, Kharbanda S (2007). MUC1 oncoprotein activates the IκB kinase β complex and constitutive NF-κB signaling. Nat Cell Biol.

[55] Ma H, Han P, Ye W, Chen H, Zheng X, Cheng L (2017). The long noncoding RNA NEAT1 exerts antihantaviral effects by acting as positive feedback for RIG-I signaling. J Virol.

[56] Pan Y, Wang T, Zhao Z, Wei W, Yang X, Wang X (2022). Novel insights into the emerging role of Neat1 and its effects downstream in the regulation of inflammation. J Inflamm Res.

[57] Adriaens C, Standaert L, Barra J, Latil M, Verfaillie A, Kalev P (2016). p53 induces formation of NEAT1 lncRNA-containing paraspeckles that modulate replication stress response and chemosensitivity. Nat Med.

[58] Rasko T, Pande A, Radscheit K, Zink A, Singh M, Sommer C (2022). A novel gene controls a new structure: piggyBac transposable element-derived 1, umammal-specific neuronal paraspeckles. Mol Biol Evol.

[59] Gu J, Zhang B, An R, Qian W, Han L, Duan W (2022). Molecular interactions of the long noncoding RNA NEAT1 in cancer. Cancers.

[60] De Angelis ML, Francescangeli F, La Torre F, Zeuner A (2019). Stem cell plasticity and dormancy in the development of cancer therapy resistance. Front Oncol.

[61] Miranda A, Hamilton PT, Zhang AW, Pattnaik S, Becht E, Mezheyeuski A (2019). Cancer stemness, intratumoral heterogeneity, and immune response across cancers. Proc Natl Acad Sci USA.

[62] Malta TM, Sokolov A, Gentles AJ, Burzykowski T, Poisson L, Weinstein JN (2018). Machine learning identifies stemness features associated with oncogenic dedifferentiation. Cell.

[63] Quintanal-Villalonga A, Chan JM, Yu HA, Pe’er D, Sawyers CL, Sen T (2020). Lineage plasticity in cancer: a shared pathway of therapeutic resistance. Nat Rev Clin Oncol.

[64] Murray DT, Kato M, Lin Y, Thurber KR, Hung I, McKnight SL (2017). Structure of FUS protein fibrils and its relevance to self-assembly and phase separation of low-complexity domains. Cell.

[65] Levone BR, Lenzken SC, Antonaci M, Maiser A, Rapp A, Conte F (2021). FUS-dependent liquid-liquid phase separation is important for DNA repair initiation. J Cell Biol.

[66] Yasuhara T, Xing YH, Bauer NC, Lee L, Dong R, Yadav T (2022). Condensates induced by transcription inhibition localize active chromatin to nucleoli. Mol Cell.

[67] Lacroix E, Audas TE (2022). Keeping up with the condensates: the retention, gain, and loss of nuclear membrane-less organelles. Front Mol Biosci.

[68] Wang K, Bhattacharya A., Haratake N, et al. XIST and MUC1-C form an auto-regulatory pathway in driving cancer progression. Cell Death Dis. 2024;15:330.10.1038/s41419-024-06684-9PMC1109107438740827

[69] Cerase A, Armaos A, Neumayer C, Avner P, Guttman M, Tartaglia GG (2019). Phase separation drives X-chromosome inactivation: a hypothesis. Nat Struct Mol Biol.

[70] Quinodoz SA, Jachowicz JW, Bhat P, Ollikainen N, Banerjee AK, Goronzy IN (2021). RNA promotes the formation of spatial compartments in the nucleus. Cell.

[71] Modic M, Grosch M, Rot G, Schirge S, Lepko T, Yamazaki T (2019). Cross-regulation between TDP-43 and paraspeckles promotes pluripotency-differentiation transition. Mol Cell.

[72] Voss PG, Wang JL (2023). Liquid-liquid phase separation: galectin-3 in nuclear speckles and ribonucleoprotein complexes. Exp Cell Res.

[73] Huang L, Liao X, Beckett M, Li Y, Khanna KK, Wang Z (2010). MUC1-C oncoprotein interacts directly with ATM and promotes the DNA damage response to ionizing radiation. Genes Cancer.

[74] Meerbrey KL, Hu G, Kessler JD, Roarty K, Li MZ, Fang JE (2011). The pINDUCER lentiviral toolkit for inducible RNA interference in vitro and in vivo. Proc Natl Acad Sci USA.

[75] Buenrostro JD, Wu B, Chang HY, Greenleaf WJ (2015). ATAC-seq: a method for assaying chromatin accessibility genome-wide. Curr Protoc Mol Biol.

# Supplementary material for: MUC1-C regulates NEAT1 lncRNA expression and paraspeckle formation in cancer progression
**Source:** Oncogene. 2024 May 27;43(28):2199–214. doi: 10.1038/s41388-024-03068-3
**Supplement:** Supplementary file 1 — Supplementary data

**A. BT-549/tet-MUC1shRNA**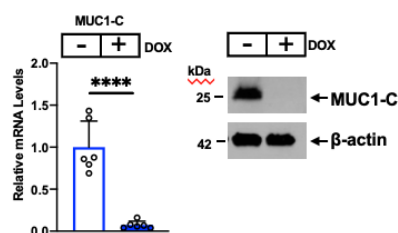**B. BT-549/tet-CshRNA**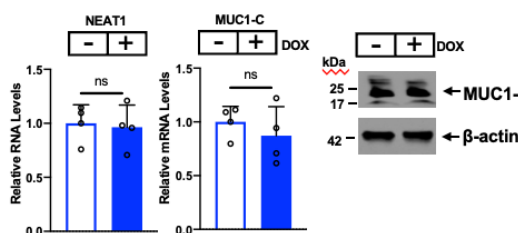**C. MDA-MB-468/tet-MUC1shRNA**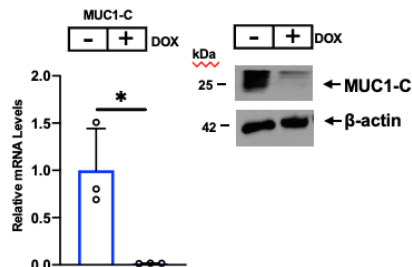**D. MDA-MB-436/tet-MUC1shRNA**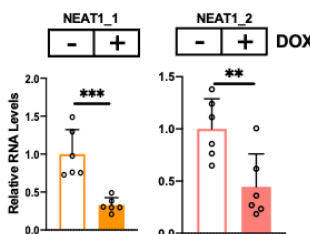**E. DU-145/tet-MUC1shRNA**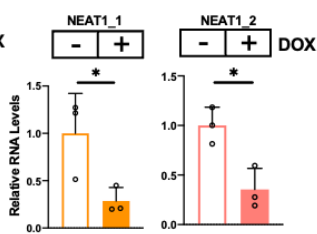**F. BT-549**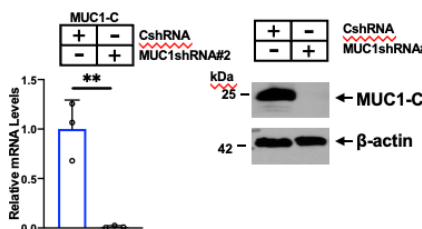**G. BT-549/tet-MUC1shRNA**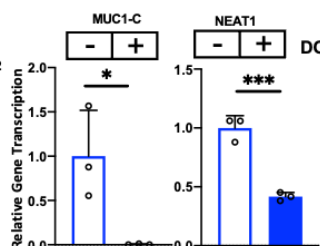**H. BT-549**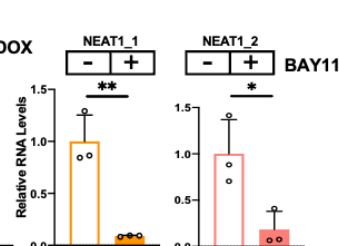**I. BT-549**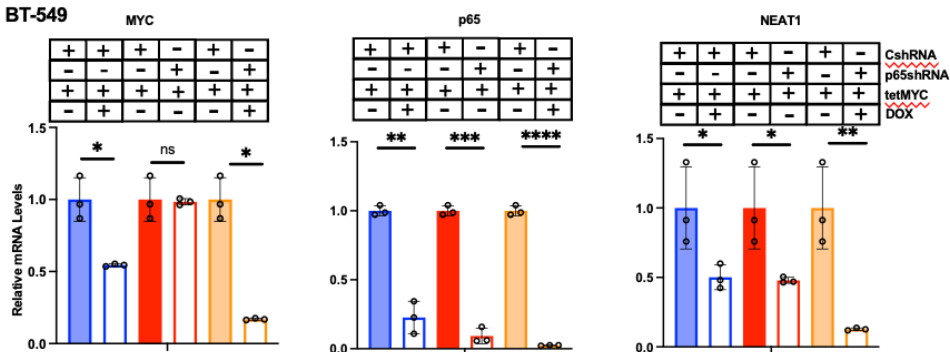

**Supplemental Figure S1. Effects of silencing MUC1-C on NEAT1\_1 and NEAT1\_2 expression.** **A.** BT-549/tet-MUC1shRNA cells treated with vehicle or DOX for 7 days were analyzed for MUC1-C expression by qRT-PCR using primers listed in Supplemental Table S1. The results (mean±SD of 3 replicates) are expressed as relative mRNA levels compared to that obtained for vehicle-treated cells (assigned a value of 1) (left). Lysates were immunoblotted with antibodies against the indicated proteins (right). **B.** BT-549/tet-CshRNA cells treated with vehicle or DOX for 7 days were analyzed for NEAT1 and MUC1-C expression by qRT-PCR. The results (mean±SD of 3 replicates) are expressed as relative RNA levels compared to that obtained for vehicle-treated cells (assigned a value of 1) (left). Lysates were immunoblotted with antibodies against the

indicated proteins (right). **C.** MDA-MB-468/tet-MUC1shRNA cells treated with vehicle or DOX for 7 days were analyzed for MUC1-C expression by qRT-PCR. The results (mean $\pm$ SD of 3 replicates) are expressed as relative mRNA levels compared to that obtained for vehicle-treated cells (assigned a value of 1) (left). Lysates were immunoblotted with antibodies against the indicated proteins (right). **D and E.** MDA-MB-436/tet-MUC1shRNA (**D**) and DU-145/tet-MUC1shRNA (**E**) cells treated with vehicle or DOX for 7 days were analyzed for NEAT1\_1 and NEAT1\_2 transcripts by qRT-PCR. The results (mean $\pm$ SD of 3 biologic replicates) are expressed as relative levels compared to that obtained for vehicle-treated cells (assigned a value of 1). **F.** BT-549/CshRNA and BT-549/MUC1shRNA#2 cells were analyzed for MUC1-C transcripts by qRT-PCR. The results (mean $\pm$ SD of 3 replicates) are expressed as relative levels compared to that obtained for CshRNA-expressing cells (assigned a value of 1) (left). Lysates were immunoblotted with antibodies against the indicated proteins (right). **G.** BT-549/tet-MUC1shRNA cells treated with vehicle or DOX for 7 days were analyzed for nascent MUC1-C and NEAT1 transcription. The results (mean $\pm$ SD of 3 replicates) are expressed as relative transcription levels compared to that obtained in vehicle-treated cells (assigned a value of 1). **H.** BT-549 cells treated with vehicle or 5  $\mu$ M BAY11 for 48 hours were analyzed for NEAT1\_1 and NEAT1\_2 transcripts by qRT-PCR. The results (mean $\pm$ SD of 3 determinations) are expressed as relative RNA levels compared to that obtained for vehicle-treated cells (assigned a value of 1). **I.** BT-549 cells expressing the indicated vectors were analyzed for MYC, NF- $\kappa$ B p65 and NEAT1 transcripts by qRT-PCR. The results (mean $\pm$ SD of 3 determinations) are expressed as relative RNA levels compared to that obtained for control cells (assigned a value of 1).

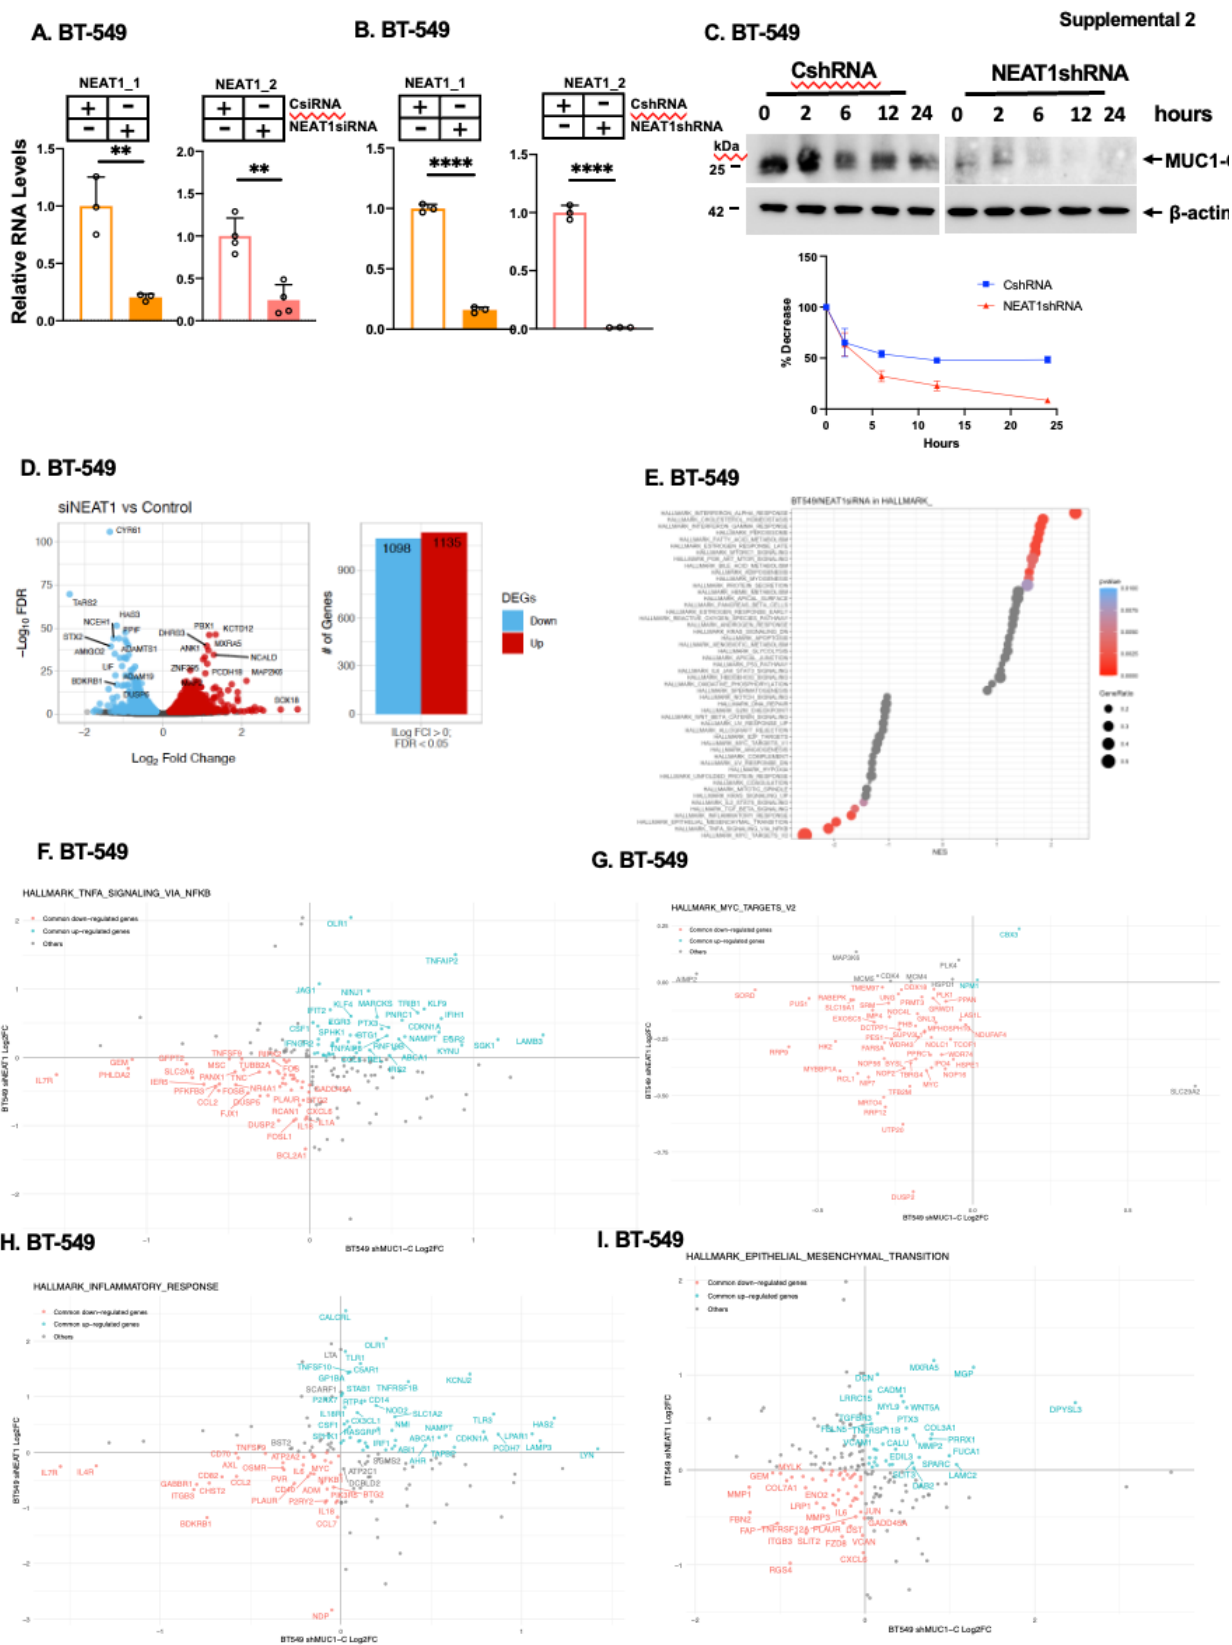

**Supplemental Figure S2. MUC1-C and NEAT1 regulate common sets of genes associated with chronic inflammation and EMT. A and B.** BT-549/CsiRNA and BT-549/NEAT1siRNA (A) and BT-549/CshRNA and BT-549/NEAT1shRNA (B) cells were analyzed for NEAT1\_1 and NEAT1\_2

transcripts by qRT-PCR. The results (mean $\pm$ SD of 3 biologic replicates) are expressed as relative RNA levels compared to that obtained for CsiRNA/CshRNA cells (assigned a value of 1). **C.** BT-549/CshRNA and BT-549/NEAT1shRNA cells were treated with 50 ug/ml cycloheximide (CHX) for the indicated times. Lysates were immunoblotted with antibodies against the indicated proteins. **D.** Volcano plots of downregulated and upregulated genes in BT-549/NEAT1siRNA vs BT-549/CsiRNA cells. **E.** Analysis of 549/NEAT1siRNA vs BT-549/CsiRNA RNA-seq data using the indicated HALLMARK gene signatures. **F-I.** Comparisons of downregulated and upregulated genes in NEAT1- and MUC1-C-silenced cells using the indicated gene signatures.

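Supplementary Fig. S2E ranks HALLMARK signatures by their enrichment in the NEAT1siRNA libraries, with interferon response and cholesterol homeostasis among those that rose. The signature files were not used here, and hand-written lists of interferon-stimulated genes and of cholesterol synthesis genes were tested with fgsea in their place. Of 44 interferon-stimulated genes, 41 were tested, and 37 of these had a positive fold change. Their median log2 fold change was 0.28 and their NES 2.92, with an adjusted p of 3.73e-12. Past the threshold over all genes tested were 19 genes, each with higher expression, and 21 adjusted over the list alone. The list medians were 0.21, 0.36 and 0.21 in NEAT1siRNA replicates 1, 2 and 3, and the highest CsiRNA median was 0.059.
Of 25 cholesterol synthesis genes, 24 were tested, and 19 had a positive fold change. Their median log2 fold change was 0.15 and their NES 2.51, with an adjusted p of 7.90e-07. Past the threshold over all genes tested were 7 genes, each with higher expression, and 8 adjusted over the list alone. The list medians were 0.13, 0.27 and 0.070 in NEAT1siRNA replicates 1, 2 and 3, so that replicate 3 lay within the CsiRNA range of -0.089 to 0.084. With fry, the adjusted p was 0.0171 for the interferon-stimulated genes and 0.0531 for the cholesterol synthesis genes, and over 17 fgsea fits under other settings the largest was 3.58e-07 and 1.44e-05. With camera and an estimated correlation, a test chosen after seeing the data, it was 0.230 and 0.254.

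**Figure D2:**
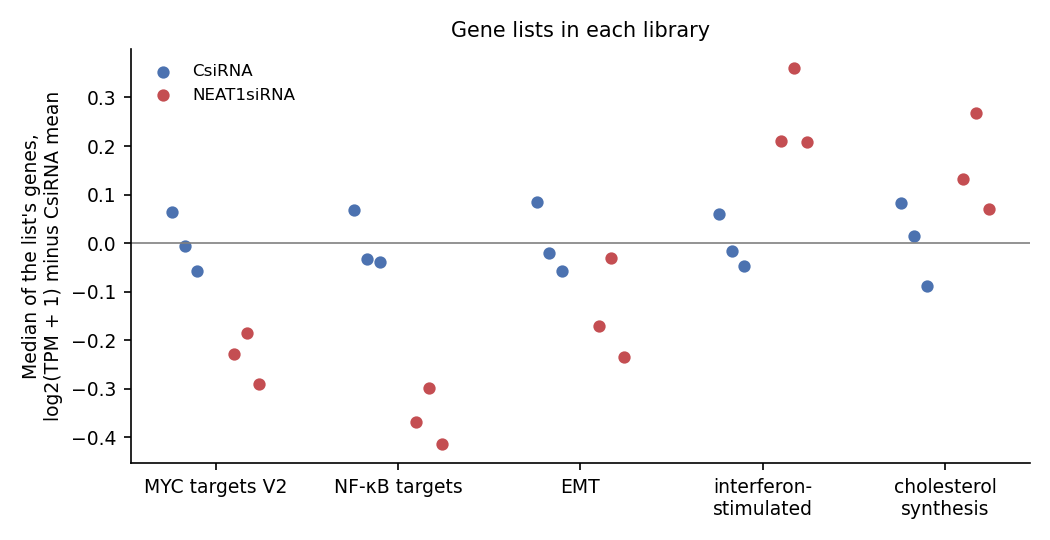
Median over the genes of 5 lists of log2(TPM + 1) minus the CsiRNA mean of each gene, in each of the 3 CsiRNA and 3 NEAT1siRNA libraries (points). The MYC targets V2 and NF-κB lists lie below the CsiRNA libraries in each NEAT1siRNA library and the interferon-stimulated genes above them, while NEAT1siRNA replicate 2 of the EMT list (-0.031) and replicate 3 of the cholesterol synthesis list (0.070) lie within the CsiRNA range.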

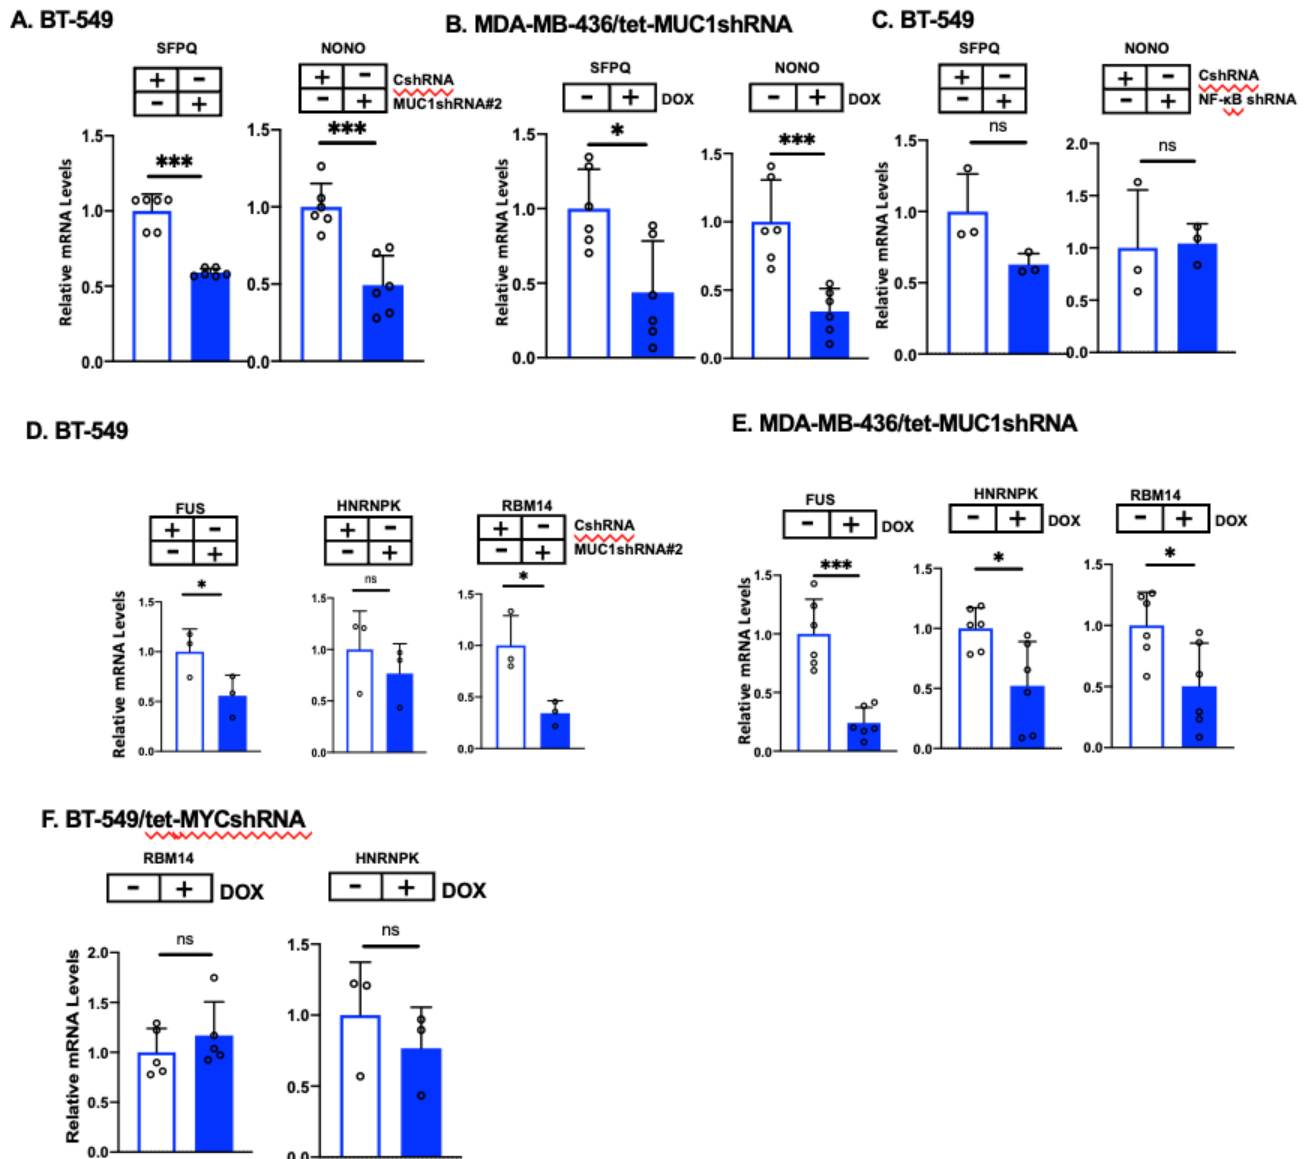

**Supplemental Figure S3. Effects of silencing MUC1-C, NF-κB and MYC on RBP expression.** **A.** BT-549/CshRNA and BT-549/MUC1shRNA#2 cells were analyzed for SFPQ and NONO transcripts by qRT-PCR. The results (mean±SD of 3 biological replicates) are expressed as relative mRNA levels compared to that obtained for CshRNA expressing cells (assigned a value of 1). **B.** MDA-MB-436/tet-MUC1shRNA cells treated with vehicle or DOX for 7 days were analyzed for the indicated transcripts by qRT-PCR. The results (mean±SD of 6 determinations) are expressed as relative levels compared to that obtained for vehicle-treated cells (assigned a value of 1). **C.** BT-549/CshRNA and BT-549/NF-κBshRNA cells were analyzed for SFPQ and NONO transcripts by qRT-PCR. The results (mean±SD of 3 replicates) are expressed as relative mRNA levels compared to that obtained for the CshRNA expressing cells (assigned a value of 1). **D.** BT-549/CshRNA and BT-549/MUC1shRNA#2 cells were analyzed for the indicated transcripts by qRT-PCR. The results (mean±SD of 3 biological replicates) are expressed as relative mRNA levels compared to that obtained for CshRNA expressing cells (assigned a value of 1). **E.** MDA-

MB-436/tet-MUC1shRNA cells treated with vehicle or DOX for 7 days were analyzed for the indicated transcripts by qRT-PCR. The results (mean $\pm$ SD of 6 determinations) are expressed as relative levels compared to that obtained for vehicle-treated cells (assigned a value of 1). **F.** BT-549/tet-MYCshRNA cells treated with vehicle or DOX for 7 days were analyzed for RBM14 and HNRNPK transcripts by qRT-PCR. The results (mean $\pm$ SD of 3 biological replicates) are expressed as relative mRNA levels compared to that obtained for vehicle-treated cells (assigned a value of 1).

### A. BT-549

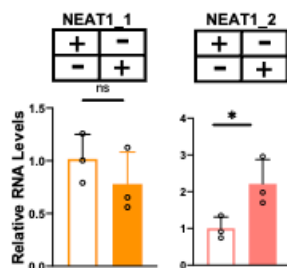

### B. BT-549/tet-MUC1shRNA

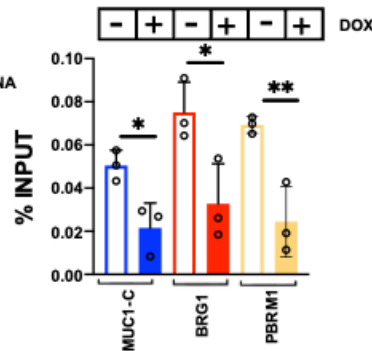

### C. BT-549/tet-MUC1shRNA

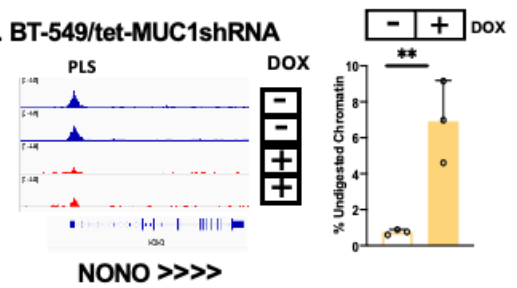

### D. BT-549

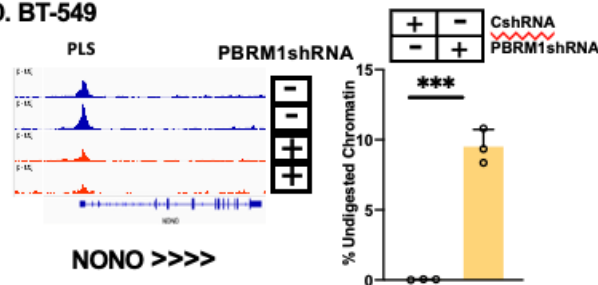

### E. BT-549/tet-MUC1shRNA

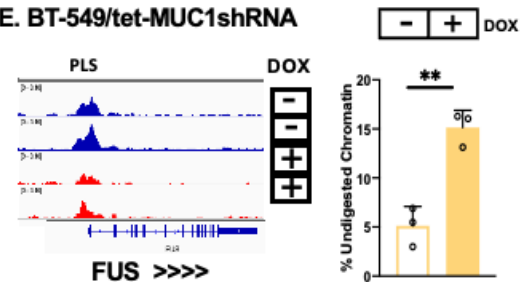

### F. BT-549/PBRM1shRNA

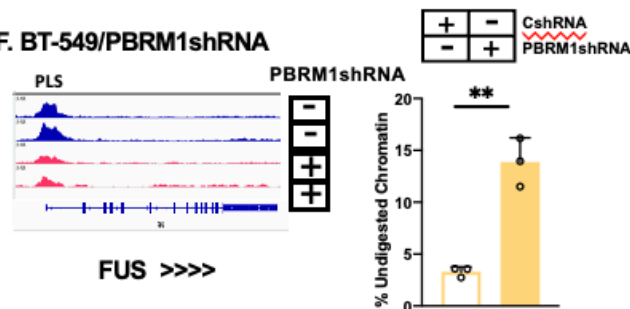

### G. BT-549

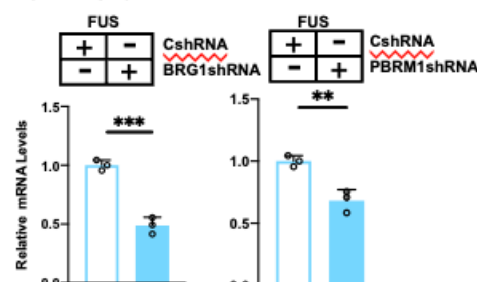

## Supplemental Figure S4. Effects of MUC1-C and PBAF on chromatin

**accessibility of the *NONO* and *FUS* genes.** **A.** BT-549 cells expressing a CshRNA or ARID1AshRNA were analyzed for NEAT1\_1 and NEAT1\_2 transcripts by qRT-PCR. The results (mean±SD of 3 determinations) are expressed as relative RNA levels compared to that obtained for CshRNA expressing cells (assigned a value of 1). **B.** Soluble chromatin from BT-549/tet-MUC1shRNA cells treated with vehicle or DOX for 7 days was precipitated with anti-MUC1-C, anti-BRG1 or anti-PBRM1. The DNA samples were amplified by qPCR with primers for the *NONO* PLS region. The results (mean±SD of 3 replicates) are expressed as percent input. **C.** Genome browser snapshot of ATAC-seq data from the *NONO* PLS in BT-549/tet-MUC1shRNA cells treated with vehicle or DOX for 7 days (left). Chromatin was analyzed for accessibility by nuclease digestion (right). The results (mean±SD of 3 determinations) are expressed as % undigested chromatin. **D.** Genome browser snapshot of ATAC-seq data from the *NONO* PLS in BT-549/CshRNA and BT-549/PBRM1shRNA cells (left).

Chromatin was analyzed for accessibility by nuclease digestion (right). The results (mean $\pm$ SD of 3 determinations) are expressed as % undigested chromatin. **E.** Genome browser snapshot of ATAC-seq data from the *FUS* PLS in BT-549/tet-MUC1shRNA cells treated with vehicle or DOX for 7 days. Chromatin was analyzed for accessibility by nuclease digestion (right). The results (mean $\pm$ SD of 3 determinations) are expressed as % undigested chromatin. **F.** Genome browser snapshot of ATAC-seq data from the *FUS* PLS in BT-549/CshRNA and BT-549/PBRM1shRNA cells. Chromatin was analyzed for accessibility by nuclease digestion (right). The results (mean $\pm$ SD of 3 determinations) are expressed as % undigested chromatin. **G.** BT-549 cells expressing a CshRNA, BRG1shRNA or PBRM1shRNA were analyzed for *FUS* transcripts by qRT-PCR. The results (mean $\pm$ SD of 3 biologic replicates) are expressed as relative levels compared to that obtained for CshRNA expressing cells (assigned a value of 1).

# A. BT-549

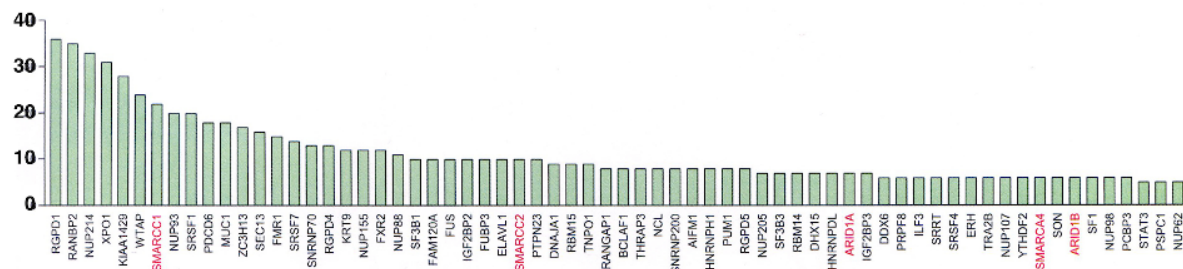

# B. MDA-MB-468

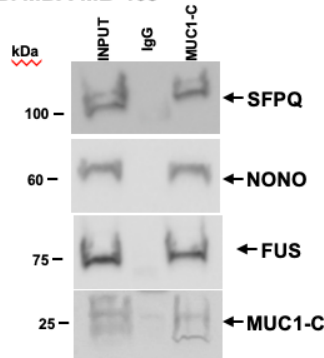

# C. MDA-MB-468

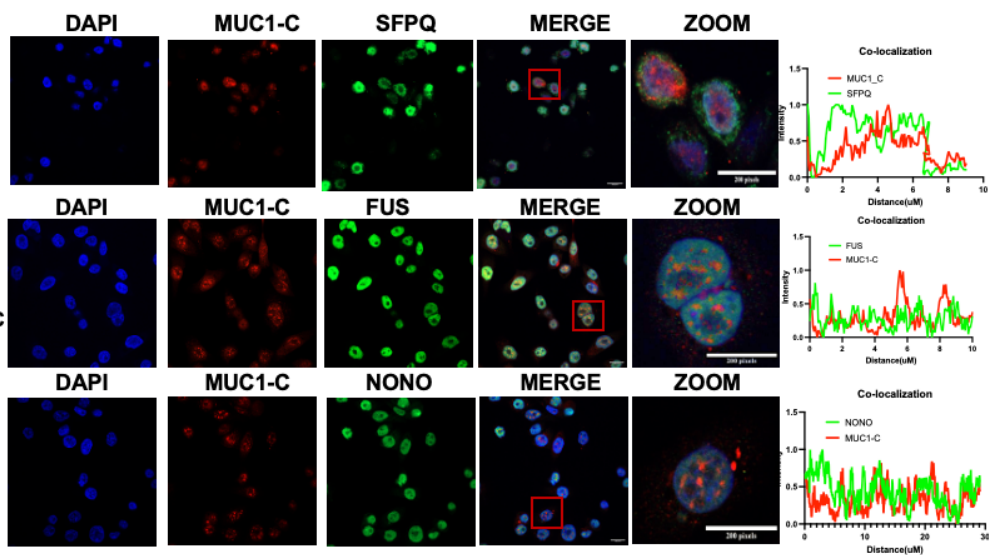

# D. BT-549

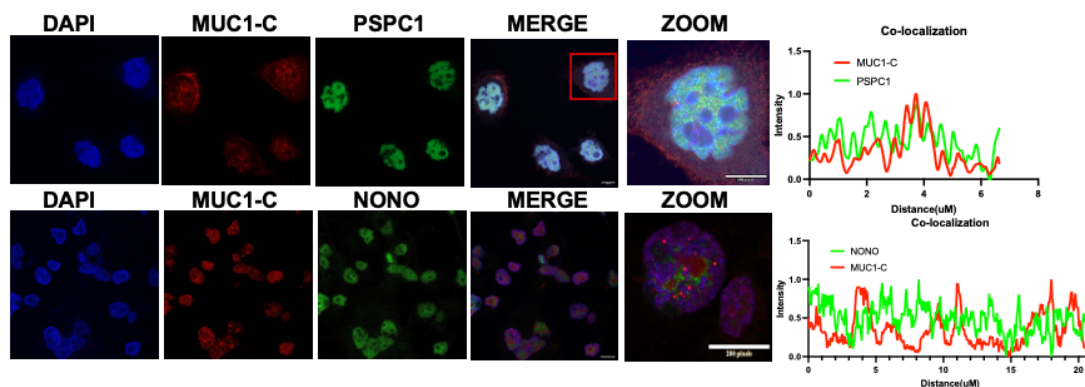

# E. BT-549/tet-MUC1shRNA

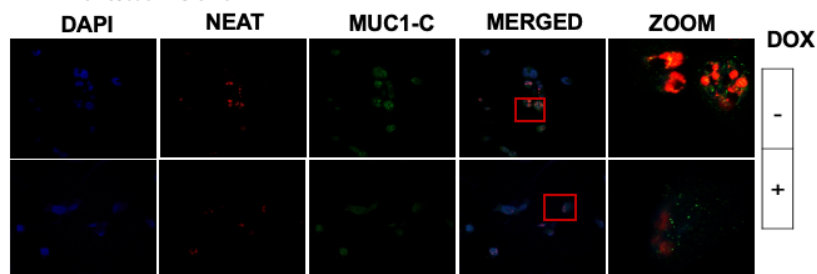

Supplemental Figure S5. Detection of MUC1-C-associated nuclear proteins and effects of silencing NEAT1 expression. A. Anti-MUC1-C immunoprecipitates of BT-549 cell nuclear lysates were analyzed by

mass spectroscopy. Shown are the relative intensities of the associated proteins. **B.** Lysates of MDA-MB-468 cells were immunoprecipitated with a control IgG or anti-MUC1-C. The input lysate and precipitates were immunoblotted with antibodies against the indicated proteins. **C.** Immunofluorescence staining of MUC1-C, SFPQ, NONO and FUS in MDA-MB-468 cells. Nuclei were stained with DAPI. The enlarged inset images and colocalization analyses are on the right. Pearson's coefficients of colocalization: MUC1-C+SFPQ=0.779, MUC1-C+FUS=0.769, MUC1-C+NONO=0.797. **D.** Immunofluorescence staining of MUC1-C and PSPC1 and NONO in BT-549 cells. Nuclei were stained with DAPI. The enlarged inset images and colocalization analyses are on the right. Pearson's coefficients of colocalization: MUC1-C+PSPC1=0.702, MUC1-C+NONO=0.542. **E.** Representative NEAT1 RNA FISH and MUC1-C immunofluorescence images of BT-549/tet-MUC1shRNA cells treated with vehicle or DOX for 7 days. Nuclei were counterstained with DAPI.

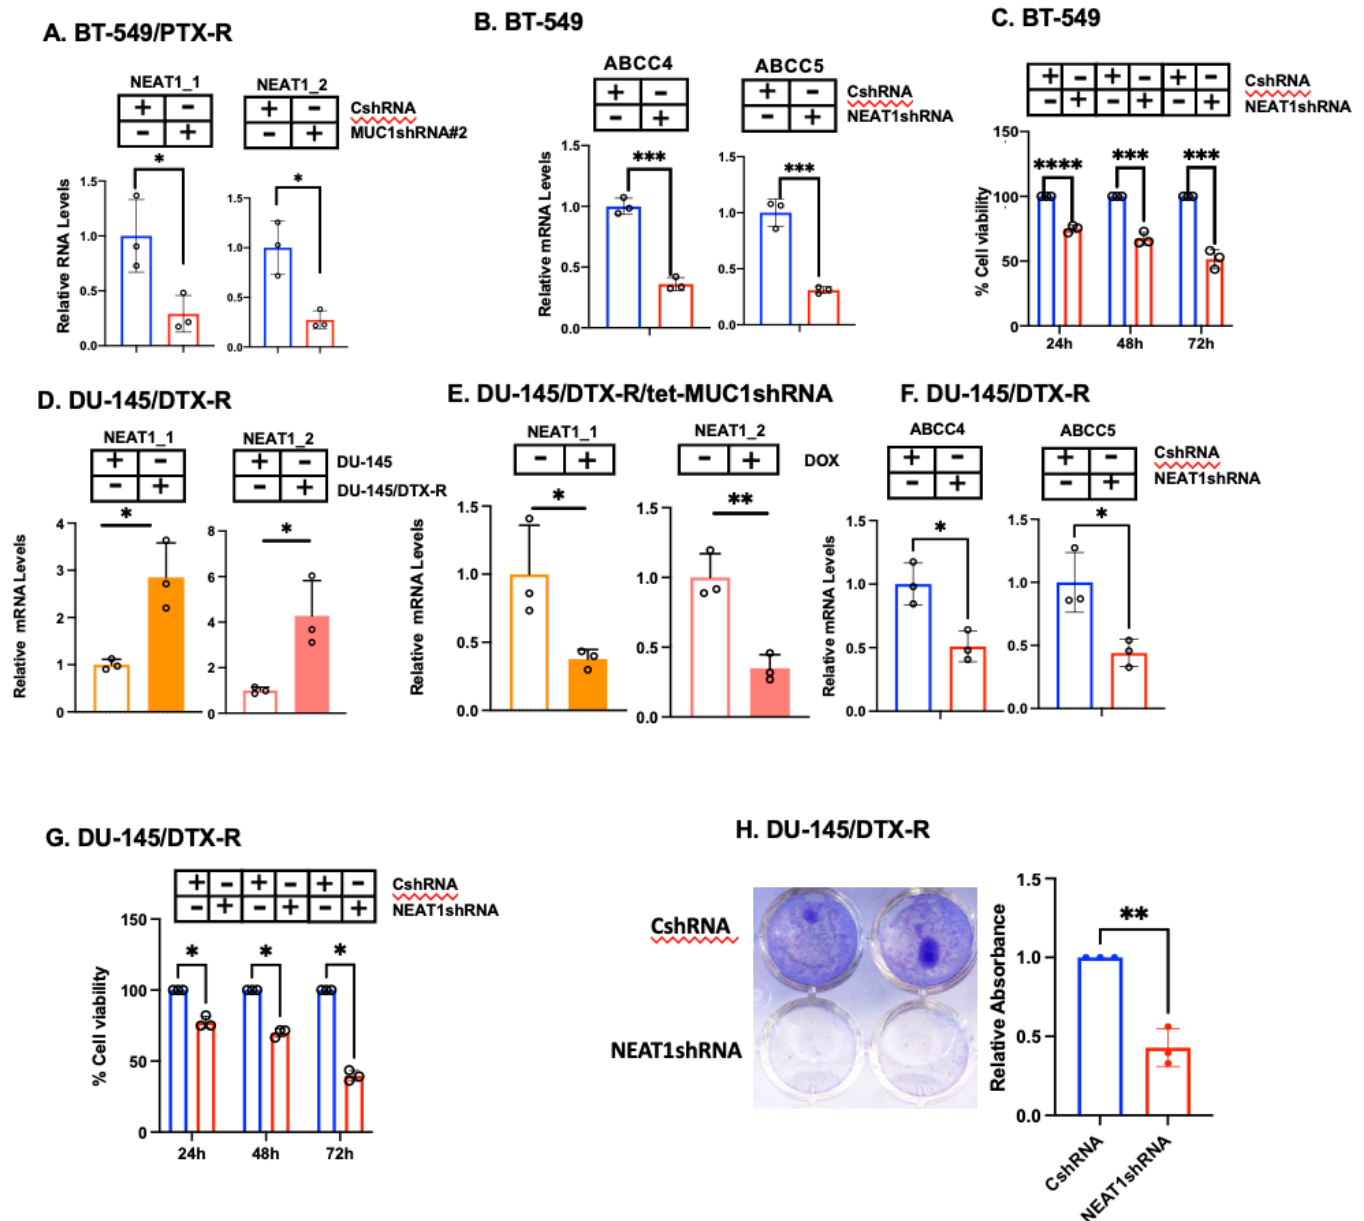

**Supplemental Figure S6. Analysis of NEAT1- and MUC1-C-driven genes in parental BT-549 and BT-549/PTX-R cells.** **A.** BT-549/PTX-R/CshRNA and BT-549/PTX-R/MUC1shRNA#2 cells were analyzed for NEAT1\_1 and NEAT1\_2 transcripts by qRT-PCR. The results (mean±SD of three determinations) are expressed as relative levels compared to that obtained for CshRNA cells (assigned a value of 1). **B.** BT-549 cells expressing CshRNA or NEAT1shRNA were analyzed for ABCC4 and ABCC5 transcripts by qRT-PCR. The results (mean±SD of three independent replicates) are expressed as relative levels compared to that obtained for CshRNA cells (assigned a value of 1). **C.** BT-549 cells expressing CshRNA or NEAT1shRNA were treated with 1 nM PTX for 24, 48 and 72 hours. Cell viability was assessed by Alamar blue assay. The results (mean±SD of 3 biologic replicates each with 5 determinations) are expressed as relative levels compared to that obtained for CshRNA cells (assigned a value of 1). **D.** DU-145 and DU-145/DTX-R cells were

analyzed for NEAT1\_1 and NEAT1\_2 transcripts by qRT-PCR. The results (mean $\pm$ SD of three replicates) are expressed as relative levels compared to that obtained for DU-145 cells (assigned a value of 1). **E.** DU-145/DTX-R cells expressing tet-MUC1shRNA were treated with vehicle or DOX for 7 days and analyzed for NEAT1\_1 and NEAT1\_2 transcripts by qRT-PCR. The results (mean $\pm$ SD of three replicates) are expressed as relative levels compared to that obtained for vehicle-treated cells (assigned a value of 1). **F.** DU-145/DTX-R cells expressing CshRNA or NEAT1shRNA were analyzed for ABCC4 and ABCC5 transcripts by qRT-PCR. The results (mean $\pm$ SD of three independent replicates) are expressed as relative levels compared to that obtained for CshRNA cells (assigned a value of 1). **G.** DU-145 cells expressing CshRNA or NEAT1shRNA were treated with 1 nM DTX for 24, 48 and 72 hours. Cell viability was assessed by Alamar blue assay. The results (mean $\pm$ SD of 3 biologic replicates each with 5 determinations) are expressed as relative levels compared to that obtained for CshRNA cells (assigned a value of 1). **H.** DU-145/DTX-R cells expressing CshRNA or NEAT1shRNA treated with PTX were analyzed for colony formation. Shown are representative photomicrographs of stained colonies (left). The results (mean $\pm$ SD of three biologic replicates) are expressed as relative absorbance compared to that for untreated cells (assigned a value of 1) (right).

### A. BT-549/tet-MUC1shRNA

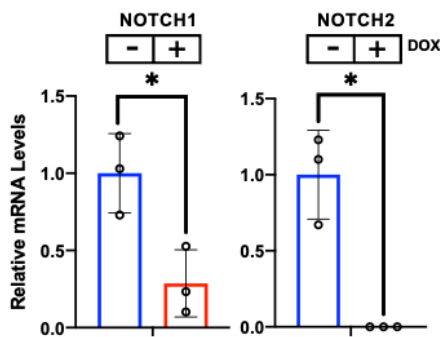

### B. BT-549

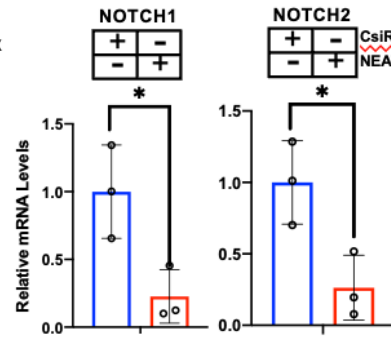

### C. BT-549 3D

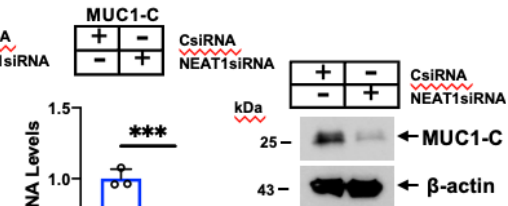

### D. BT-549/tet-MUC1shRNA

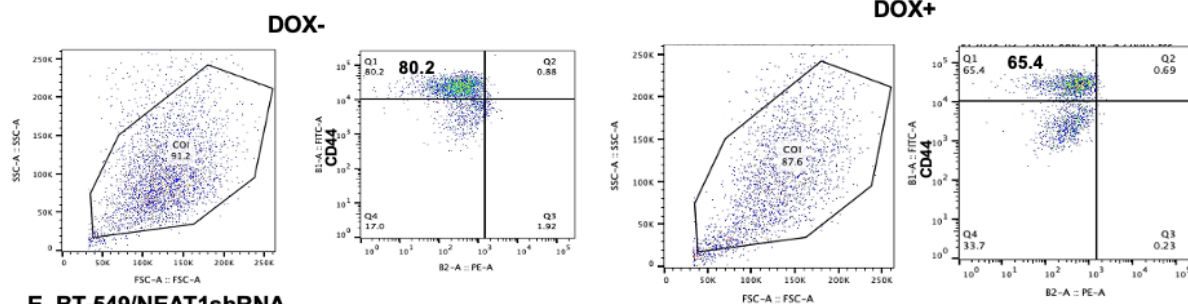

### E. BT-549/NEAT1shRNA

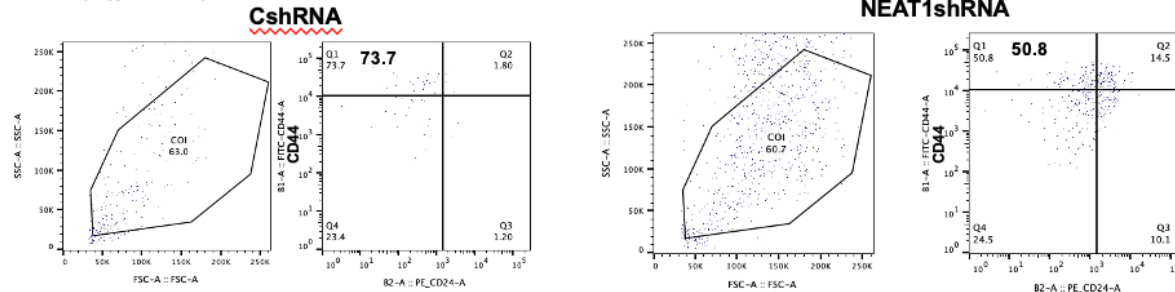

### F. BT-549/NEAT1shRNA

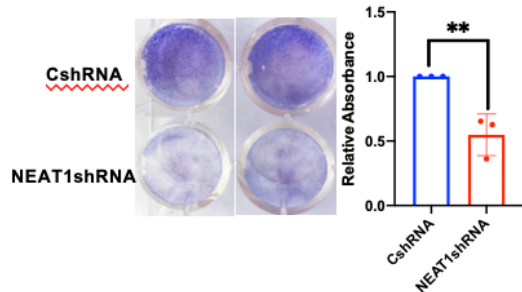

### G. BT-549

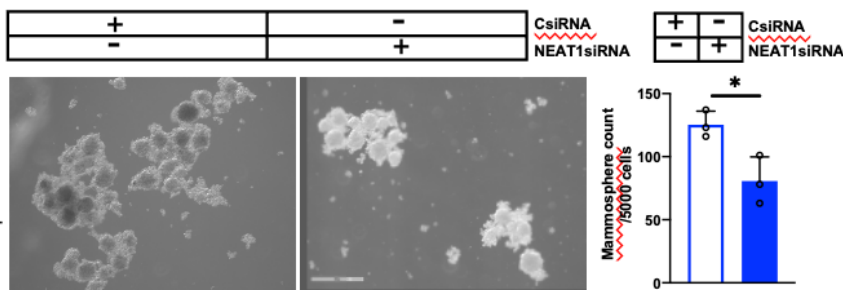

### H. BT-549/NEAT1shRNA

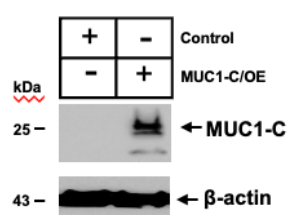

### I. BT-549/NEAT1shRNA

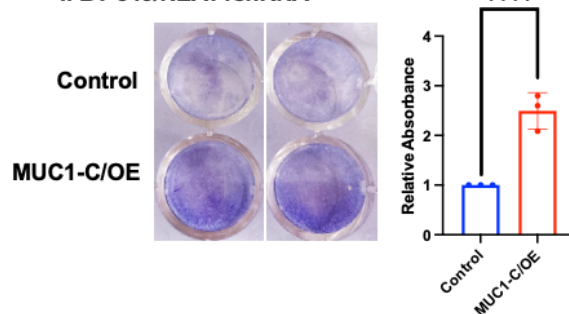

**Supplemental Figure S7. Effects of the MUC1-C/NEAT1 pathway on self-renewal capacity.** **A.** BT-549/tet-MUC1shRNA cells treated with vehicle or DOX for 7 days and were analyzed for the indicated mRNA levels by qRT-PCR. The results (mean $\pm$ SD of 3 determinations) are expressed as relative levels compared to that obtained for control cells (assigned a value of 1). **B.** BT-549/CsiRNA and BT-549/NEAT1siRNA cells were analyzed for the indicated mRNA levels by qRT-PCR. The results (mean $\pm$ SD of 3 determinations) are expressed as relative levels compared to that obtained for control cells (assigned a value of 1). **C.** BT-549/CsiRNA 3D and BT-549/NEAT1siRNA 3D cells were analyzed for MUC1-C transcripts by qRT-PCR (left). The results (mean $\pm$ SD of 3 determinations) are expressed as relative levels compared to that obtained for control cells (assigned a value of 1). Lysates were immunoblotted with antibodies against the indicated proteins (right). **D.** BT-549/tet-MUC1shRNA cells treated with vehicle or DOX for 7 days were analyzed for cell surface expression of CD44 by flow cytometry. Indicated are the % positive cells. **E.** BT-549/CshRNA and BT-549/NEAT1shRNA cells were analyzed for the cell surface expression of CD44 by flow cytometry. Indicated are the % positive cells. **F.** BT-549/CshRNA 3D and BT-549/NEAT1shRNA 3D cells were analyzed for colony formation. Shown are representative photomicrographs of stained colonies (left). The results (mean $\pm$ SD of three determinations) are expressed as relative absorbance compared to that for untreated cells (assigned a value of 1) (right). **G.** BT-549/CsiRNA 3D and BT-549/NEAT1siRNA 3D cells were analyzed for tumorsphere formation (left). The results (mean $\pm$ SD of three determinations) are expressed as tumorsphere number (right). **H.** DU-145/CsiRNA 3D and BT-549/NEAT1siRNA 3D cells were analyzed for tumorsphere formation (right). Photomicrographs are shown for the tumorspheres. The results (mean $\pm$ SD of three determinations) are expressed as tumorsphere number (right). **I.** Lysates from BT-549/NEAT1shRNA 3D cells transfected with a control or MUC1-C-expressing vector were immunoblotted with antibodies against the indicated proteins. **J.** BT-549/NEAT1shRNA 3D cells transfected with a control or MUC1-C-expressing vector were analyzed for colony formation. Shown are representative photomicrographs of stained colonies (left). The results (mean $\pm$ SD of three determinations) are expressed as relative absorbance compared to that for untreated cells (assigned a value of 1) (right).

**Supplemental Table S1. Primers used for qRT-PCR analyses.**

|                |            |                                        |
|----------------|------------|----------------------------------------|
| <b>NOTCH1</b>  | <b>FWD</b> | GGGCTAACAAAGATATGCAG                   |
|                | <b>REV</b> | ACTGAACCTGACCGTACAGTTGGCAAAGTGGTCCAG   |
| <b>MUC1-C</b>  | <b>FWD</b> | TACCGATCGTAGCCCCTATG                   |
|                | <b>REV</b> | CTCACCAGCCCCAACAGG                     |
| <b>NEAT1_1</b> | <b>FWD</b> | CTTCCTCCCTTTAACTTATCCATTAC             |
|                | <b>REV</b> | CTCTTCCTCCACCATTACCAACAATAC            |
| <b>NEAT1_2</b> | <b>FWD</b> | CAGTTAGTTTATCAGTTCTCCCATCCA            |
|                | <b>REV</b> | GTTGTTGTCGTCACCTTTCAACTCT              |
| <b>ACTIN</b>   | <b>FWD</b> | GATGAGATTGGCATGGCTTT                   |
|                | <b>REV</b> | CACCTTCACCGTTCCAGTTT                   |
| <b>SFPQ</b>    | <b>FWD</b> | ACAAAGGCAAAGGATTCGGA                   |
|                | <b>REV</b> | AGATTACGAACAGAAAGGGCAG                 |
| <b>NONO</b>    | <b>FWD</b> | ACAGATGCAGTGAAGGCTC                    |
|                | <b>REV</b> | CTCGTTCCTTGTGAAATTGCTG                 |
| <b>FUS</b>     | <b>FWD</b> | CACGGACACTTCAGGCTATG                   |
|                | <b>REV</b> | GTAAGACGATTGGGAGCTCTG                  |
| <b>RBM14</b>   | <b>FWD</b> | GCCCAAGGCCTCTTAATACTTG                 |
|                | <b>REV</b> | CTTCTCCATGTGAACAAACGC                  |
| <b>HNRNPK</b>  | <b>FWD</b> | AGCTCCCGCTCGAATCTGAT                   |
|                | <b>REV</b> | CCTCAACTCGCAGTCAAAGTC                  |
| <b>MYC</b>     | <b>FWD</b> | TTCGGGTAGTGGAACCAG                     |
|                | <b>REV</b> | AGTAGAAATACGGCTGCACC                   |
| <b>NOTCH2</b>  | <b>FWD</b> | AAGAAACAGAGGATGACAGG                   |
|                | <b>REV</b> | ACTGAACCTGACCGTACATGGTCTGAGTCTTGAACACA |
| <b>ABCC4</b>   | <b>FWD</b> | TGCAAGGGTTCTGGGATAAAG                  |
|                | <b>REV</b> | GCTGGATTACTTTGGCACTTTC                 |
| <b>ABCC5</b>   | <b>FWD</b> | AGACCATCCGAGAAGCATTTG                  |
|                | <b>REV</b> | GTTGGACAGAAGGACCGATG                   |

|                |            |                         |
|----------------|------------|-------------------------|
| <b>GAPDH</b>   | <b>FWD</b> | CCATGGAGAAGGCTGGGG      |
|                | <b>REV</b> | CAAAGTTGTCATGGATGACC    |
| <b>NEAT1</b>   | <b>FWD</b> | TGGCTAGCTCAGGGCTTCAG    |
|                | <b>REV</b> | TCTCCTTGCCAAGCTTCCTTC   |
| <b>MUC1-CD</b> | <b>FWD</b> | TGTCAGTGCCGCCGAAAGAA    |
|                | <b>REV</b> | CTACAAGTTGGCAGAAGTGGCT  |
| <b>IL-6</b>    | <b>FWD</b> | CCACTCACCTCTTCAGAACG    |
|                | <b>REV</b> | CATCTTTGGAAGGTTTCAGGTTG |
| <b>DUSP2</b>   | <b>FWD</b> | CTGCCGTGTACTTCCTGC      |
|                | <b>REV</b> | TGGTTTTGTCCCCTGTTGG     |

**Supplemental Table S2. Primers used for ChIP qPCR analyses.**

|                   |            |                        |
|-------------------|------------|------------------------|
| <b>NEAT1_PLS</b>  | <b>FWD</b> | AGTGATGTGGAGTTAAGGCG   |
|                   | <b>REV</b> | CCTGGAAAATAAAGCGTTGGTC |
| <b>NEAT1_dELS</b> | <b>FWD</b> | AAACAGACCGAAACCCCTC    |
|                   | <b>REV</b> | CCACTTCCACTGCTCCTT     |
| <b>SFPQ_dELS1</b> | <b>FWD</b> | AAAGTGCTGGGATTATGGGAG  |
|                   | <b>REV</b> | TGGACCTCAAAGAACTGGAG   |
| <b>SFPQ_dELS2</b> | <b>FWD</b> | AAAGATCCAGGCAGATGACC   |
|                   | <b>REV</b> | GGATGGTGATACAGGGTAGAAG |
| <b>NONO_PLS</b>   | <b>FWD</b> | CCCCAAAACAGTCTGAGAGTC  |
|                   | <b>REV</b> | AGCCATTTAACCCGACCTG    |
| <b>NONO_dELS</b>  | <b>FWD</b> | AGGGTTAGTGCAAAGGCTAC   |
|                   | <b>REV</b> | GCGCTGCCATTTAAAGGG     |
| <b>FUS</b>        | <b>FWD</b> | GTGCCTGGAACATACTAGGTG  |
|                   | <b>REV</b> | ATATGCCAATATCCACCCAC   |

How the deposited data were processed for this re-analysis (not part of the article)

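RNA-seq was analysed for BT-549 cells, an established TNBC cell line, transfected with CsiRNA or NEAT1siRNA, with 3 libraries in each group and 48 h after transfection according to the sample labels. The authors prepared stranded mRNA libraries, aligned the reads with STAR to GRCh38, and compared the groups with DESeq2. The deposited tables are of 2 kinds. In the table of expression values, the authors give TPM per gene and library, with 25545 genes whose TPM sum to 1000000 in each library, and 18531 genes above 0 in at least 1 library. In the comparison table, the authors give for 19392 genes a mean normalized count (a signal averaged over the 6 libraries after division by size factors), a log2 fold change with its standard error on the log2 scale, a test score, and a p-value with its adjusted p-value. The adjusted p-value is absent there for 6016 genes. The comparison table holds 861 genes that have no row of TPM values, which take 0.572% of its mean normalized counts, the largest being RMRP with a mean normalized count of 91517. Gene symbols were used as the tables give them. Coordinates, GC content and transcript length were taken from the GENCODE annotation of GRCh38 by symbol, where 22029 genes matched by current symbol, 768 by an older symbol and 2748 did not match. GC content and length were found for 10383 of the genes tested, or 96.8%.

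The TPM values as deposited were transformed to log2(TPM + 1), and genes with a mean TPM of at least 1 over the 6 libraries were kept, which left 10721. Groups were compared with lmFit and eBayes (with trend) of limma 3.58.1 in R 4.3.3, and p-values were adjusted by the Benjamini-Hochberg method, with a threshold of 0.05. Standard errors are those of the moderated test. With 3 libraries against 3, an exact two-sided permutation test cannot go below p = 0.1, so no such test was used for single genes. Gene lists were tested with fgsea 1.28.0 on the moderated t, starting from 10000 permutations, with adjustment over the 6 lists of MYC targets V2, NF-κB targets, EMT genes, interferon-stimulated genes, cholesterol synthesis genes and YAP/TAZ targets. The MYC list was read by eye from Supplementary Fig. S2G and the others were written by hand, since the gene sets of the study were not used here. Other computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

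The groups, the comparison, the lists, the rule for naming genes and most of the other settings were chosen before the data were examined. The genes named are those that the text or a figure panel names for the RNA-seq, the qRT-PCR and the blots after NEAT1 silencing, those labelled in Supplementary Fig. S2D, those labelled in Supplementary Figs. S2F to S2I as groups, and the 5 genes with the largest rise and the 5 with the largest fall past the threshold whose NEAT1siRNA values all lay outside the CsiRNA range. This gave 47 named genes apart from the groups, of which 43 were tested and 39 were past the threshold. The result of 1 of them is not reported here. The 4 others (DUSP2, HEY1, MAP2K6 and SOX18) had a mean TPM under 1. The settings varied were a pseudocount of 0.1, no filter on TPM, a mean TPM of at least 5, quantile normalization, centring on the median, eBayes without trend, the replicate number as a block, each library left out in turn, an adjusted p under 0.01, an absolute log2 fold change of at least 0.5, fgsea on the log2 fold change, camera with its preset correlation of 0.01, and fry. Settings chosen after seeing the data were voom on recovered reads, removal of a trend on GC content and transcript length (splines with 4 degrees of freedom) alone or with the block, and camera with an estimated correlation. Lists of ERK output genes, NOTCH targets and cytoplasmic ribosomal protein genes were also added after seeing the data.

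Depth was recovered as whole reads by joining the deposited tables, since the deposited TPM keep no depth. Recovered reads ran from 17245817 to 20342818 per library with CsiRNA and from 15787257 to 20181838 with NEAT1siRNA. For genes with a mean normalized count under 5, 99.9% of values came within 0.05 of a whole number, for those between 5 and 50, 98.5%, and for higher genes fewer, so that recovered reads of highly expressed genes are approximate. The procedure was tested on 10 simulated data sets drawn from the means and depths of the real libraries, with the same dispersion for every gene and no trend on GC content, so the error rates in the real libraries can be higher. On average 96.8% of 100 genes changed by a log2 fold change of 1 in size were recovered, and 79.2% of 100 genes changed by 0.5. Of the calls made, a mean of 7.97% and at most 11.1% were genes that had not been changed. A planted list of 40 genes with a log2 fold change of 0.3 was found in 10 of 10 sets, and 0 of 200 lists of unchanged genes were found. Genes were drawn independently of each other in these sets. They therefore cannot show how often the list test errs where genes of a list vary together. Not used here were the gene sets of the study, the RNA-seq of MUC1-C-silenced cells, and the sequence of the siRNA.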

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

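The YAP/TAZ list was set before the data were examined, but it was prompted by the label of CYR61 in Supplementary Fig. S2D, which shows these libraries. The ERK output list and the scan of 3′ UTR words were chosen after the changed genes had been seen. The test of the ERK output list with the trend on GC content removed, and that of the words anywhere in the mRNA, were chosen after the results they examine.

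The paper does not report on YAP/TAZ target genes, and a list of 22 of them, of which 19 were tested, was lower in BT-549/NEAT1siRNA cells. The median log2 fold change was -0.21 and the NES -2.16, with an adjusted p of 1.35e-05 from fgsea. Past the threshold were 9 genes, each with lower expression, and 9 adjusted over the list alone. Relative to the CsiRNA mean, the list median was -0.22, -0.15 and -0.31 in NEAT1siRNA replicates 1, 2 and 3, and between -0.068 and 0.11 in the CsiRNA libraries. The trend on GC content and transcript length is argued against as the cause, since the adjusted p with the trend removed was 8.26e-06. CYR61, which prompted the list, is in it, so the values of the whole list are not independent of that fall. Of its genes, 3 are also in the EMT or NF-κB lists, CYR61 included. Without them the 16 remaining genes had a median of -0.18 with an enrichment p of 0.00140. Without genes whose 3′ UTR holds TCACTTG or CACTTGA, the enrichment p was 8.39e-06. Only 1 of the 10 splits of the 6 libraries into 3 against 3, the real split, gave an NES as large in size, and 10 splits cannot give a smaller share. The adjusted p was 0.0171 with fry and 0.254 with camera and an estimated correlation. The splits decide nothing by themselves, and genes of the list that vary together between libraries stay open as a source of its shift. A lower output of YAP/TAZ after NEAT1 silencing may be put forward only as a hypothesis.

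DUSP6 and LIF, which fell in Supplementary Fig. S2D, and IER3 are targets of ERK signalling, on which the paper does not report. A list of ERK output genes written after these falls had been seen had 31 tested genes, with a median log2 fold change of -0.37, an NES of -2.48 and an enrichment p of 3.94e-11. Past the threshold were 19 genes, each with lower expression. DUSP6, LIF and IER3, which prompted the list, are not in it. The list medians were -0.38, -0.35 and -0.46 in NEAT1siRNA replicates 1, 2 and 3, and between -0.067 and 0.073 in the CsiRNA libraries. With the trend on GC content and transcript length removed, the enrichment p was 1.24e-12, and without genes that hold TCACTTG or CACTTGA in the 3′ UTR it was 1.08e-10, which argues against that trend and against a seed in 3′ UTRs as the cause for the list as a whole. The 3′ UTR of DUSP6 holds the joined words and that of LIF 1 of them, so a seed of the siRNA stays open for the falls of DUSP6 and LIF themselves. Without the genes shared with the 6 other lists, 29 genes remained with an enrichment p of 7.60e-10. However, 2 of the 10 splits gave an NES as large in size, the other being CsiRNA replicates 1 and 3 with NEAT1siRNA replicate 3 against the rest, with 2.83 in size. The p was 0.00192 with fry and 0.0695 with camera and an estimated correlation. The falls are what a lower output of ERK signalling could give, but genes of the list that vary together between libraries stay open as a source of the shift.

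A scan of 16362 words of 7 bases in the 3′ UTRs of 9920 tested genes asked which words go with lower expression, and the lowest scores were on a pair of overlapping words that NEAT1_1 holds. Genes with TCACTTG in the 3′ UTR (1868 genes) had a median log2 fold change of -0.063 against -0.037 without it, with a z of -8.76 after adjustment for the length and GC content of the 3′ UTR, and CACTTGA had a z of -8.06. The lowest z in 100 permutations of the moderated t over genes was -5.45. Below it were also GCTGTGA (-5.75), which NEAT1_1 holds, and TTATTTA (-5.55), which NEAT1_1 does not hold. The words past the permutations are thus not all words of NEAT1_1. The siRNA is aimed at NEAT1 and its seed would match words of NEAT1, so the scan gave what a seed of the siRNA could give. Its sequence was not used here. With the trend on GC content and transcript length removed, the z of TCACTTG was -9.27, which argues against that trend as the cause. A microRNA released by the loss of NEAT1 is argued against by the 0.0915% of the copies of the words on expressed RNAs that lie on NEAT1, weighted by TPM. A seed acting through 3′ UTRs alone is argued against by genes with both words joined before the 3′ UTR and none in it. These were compared with zinc finger genes left out, since the coding sequences of those resemble each other. The median of the 126 genes with the joined words before the 3′ UTR lay -0.084 from that of 804 genes with them in the 3′ UTR and neither word before it (two-sided permutation test, p = 0.0003) and -0.126 from that of 6279 genes with neither word. Pairing of the siRNA with the words anywhere in the mRNA stays open. The joined words in the 3′ UTR went with a difference of -0.036 from genes with neither (1031 and 7442 genes, one-sided permutation test, p = 0.0001, the smallest the resamples can give), but this was found and tested on the same data. Among lower genes with a 3′ UTR, 33.3% hold either word, against 20.2% of the higher genes and 25.0% of all. Without the genes that hold either word in the 3′ UTR, 1099 genes were past the threshold, which argues against a seed in 3′ UTRs as the source of most changes. Words before the 3′ UTR are not covered by that count. Of 6511 genes with neither word in the 3′ UTR or before it, 463 were lower and 360 higher past the threshold. The enrichment p without the genes with either word in the 3′ UTR was 1.27e-08 for the MYC list, 4.50e-08 for the NF-κB list and 0.0267 for the EMT list.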

How the results depend on the processing

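The settings voom on recovered reads, the trend removed on GC content and length, and camera with an estimated correlation were chosen after seeing the data, and the others were not.

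The number of genes past the threshold, 1498 (535 higher, 963 lower) of 10721 tested, was 505 (242 higher, 263 lower) with no filter on TPM, where 18531 genes were tested, and 719 at an adjusted p under 0.01. It was 314 with an absolute log2 fold change of at least 0.5, a condition that can only lower it. It ran from 784 to 2076 genes across the 6 fits that each left out 1 library, with 784 without CsiRNA replicate 1, 832 without NEAT1siRNA replicate 3 and 2076 without NEAT1siRNA replicate 2. It was 2466 (1186 higher, 1280 lower) with voom on recovered reads, 3428 (1677 higher, 1751 lower) with the trend on GC content and length removed, and 3319 with the replicate block as well. The cause was not tested for these changes, apart from the number of genes or the threshold that the setting itself changes. Quantile normalization gave 2191 genes, of which 49.4% were higher, and median centring gave 2112, of which 54.8% were higher, against 35.7% with the TPM as deposited. Of the 1498 genes, 1398 were past the threshold in the same direction with quantile normalization, 1370 with centring and 1433 with voom. The replicate numbers do not pair the libraries. Correlations of deviations from the group mean across genes were -0.030, 0.25 and -0.11 for the same number, and the replicate block gave 1640 genes (579 higher, 1061 lower). With the block, the adjusted p from fry lay between 0.0556 and 0.103 for the 6 lists. The count-based test set as an alternative was not run, since it needs a table of counts for each library.

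The 6 lists kept their direction and their side of the threshold in the 17 fgsea fits under other settings. Across the fits that left out 1 library, the median log2 fold change ran from -0.25 to -0.20 for the MYC list, from -0.38 to -0.30 for the NF-κB list, from -0.21 to -0.099 for the EMT list, from 0.22 to 0.29 for the interferon-stimulated genes, from 0.10 to 0.20 for the cholesterol synthesis genes and from -0.28 to -0.16 for the YAP/TAZ list. The EMT list was at -0.099 without NEAT1siRNA replicate 3. With camera at its preset correlation, the EMT list (median -0.15) had an adjusted p of 0.0516, and the 5 other lists were past the threshold. With fry, the EMT list had 0.0551 and the cholesterol synthesis list (median 0.15) 0.0531, and the other 4 were past the threshold. With camera and an estimated correlation, none of the 6 lists was past the threshold, with an adjusted p of 0.254 for the MYC list (median -0.23, p = 0.212), 0.230 for the NF-κB list (-0.34), 0.580 for the EMT list, 0.230 for the interferon-stimulated genes (0.28, unadjusted p = 0.0436), 0.254 for the cholesterol synthesis genes and 0.254 for the YAP/TAZ list (-0.21). The cause was not tested.

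Of the 39 named genes past the threshold, 29 were past it in each of the 6 fits that left out 1 library. Without CsiRNA replicate 1 and without NEAT1siRNA replicate 3, 9 genes lost their call each time, including SFPQ, NOTCH1 and NOTCH2. With no filter on TPM, 13 lost it. Under quantile normalization, centring and voom, 1 lost it (CDC37L1-AS1). At a mean TPM of at least 5, the 33 genes that have a value kept their call, and the other 6 are below that level. The 4 named genes under a mean TPM of 1 were tested only with no filter on TPM. NONO, at -0.0024 with an adjusted p of 0.991, reversed to 0.033 with quantile normalization, 0.055 with centring and 0.047 with voom, and ran from -0.023 to 0.021 across the fits that left out 1 library. HNRNPK, at 0.01, ran from -0.048 to 0.059 across those fits. Neither was past the threshold in any of these. Of 96 values of the 6 groups labelled in Supplementary Figs. S2F, S2H and S2I under other settings, 82 moved by less than 1 SD of the library medians, 14 by more, and 0 reversed. Low depth limits CDC37L1-AS1 and LOC149684, whose fold changes rest on means of 3.33 and 4 reads per library.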

Differences from the paper's values

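The test of rescaling without the 4 most abundant RNAs, named here for its count, was set after the changed genes had been seen, and voom and the trend removal were too.

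The paper's count of upregulated genes is 1135, and 535 genes were higher here. Among the alternatives set before the data were examined, quantile normalization (1082) and median centring (1158) came within the paper's value. The others did not. They gave 525 with a pseudocount of 0.1, 242 with no filter on TPM, 357 at a mean TPM of at least 5, 529 without a trend in eBayes, 579 with the replicate block, 276 at an adjusted p under 0.01, 126 with a minimum absolute log2 fold change of 0.5, and from 391 to 538 with each library left out in turn. Of the settings chosen after seeing the values, voom on recovered reads gave 1186, removal of the trend on GC content and length 1677, the same with the replicate block 1648, and rescaling of TPM without RN7SK, RN7SL2, RN7SL1 and RPPH1 885, each within 1.5 times of the paper's count. The paper's count of downregulated genes is 1098, against 963 here. The number of lower genes ran from 393 (without CsiRNA replicate 1) to 1586 (without NEAT1siRNA replicate 2) with each library left out in turn, and was 422 without NEAT1siRNA replicate 3. It was 263 with no filter on TPM, 675 at a mean TPM of at least 5, 443 at an adjusted p under 0.01 and 188 with a minimum absolute log2 fold change of 0.5.

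The paper states by qRT-PCR that NEAT1 silencing leaves the MUC1-C mRNA level as it was. In the RNA-seq, MUC1 had a log2 fold change of 0.33 with an adjusted p of 0.0399 from limma. In the authors' deposited comparison with DESeq2, it had 0.38 with an adjusted p of 0.00449, so MUC1 was past the threshold there too. MAP2K6 and SOX18 are labelled as upregulated in Supplementary Fig. S2D but had a mean TPM under 1 and were not tested. With no filter on TPM, they were past the threshold, with an adjusted p from limma of 0.0116 and 0.00480.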

Other observations

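The test of MUC1 under other scalings of the libraries was chosen after the result it examines had been seen, and the patterns tested in this part were noticed in these data.

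The number of genes past the threshold was reached by 1 of the 10 splits of the 6 libraries, the real one, and the other 9 gave at most 1 gene. As 10 splits cannot give a share under 0.1, their number decides nothing by itself, and a difference between libraries that follows the groups by chance stays open. For the lists, the number of splits with an NES as large in size, the real one included, was 1 for the MYC, EMT and cholesterol synthesis lists and 2 for the NF-κB and interferon-stimulated lists. In the NF-κB list the other split was CsiRNA replicates 1 and 3 with NEAT1siRNA replicate 3, at 2.36 in size, and in the interferon-stimulated list it was CsiRNA replicates 1 and 2 with NEAT1siRNA replicate 1, at 3.23 in size. With the trend on GC content and transcript length removed, the real split gave the highest value for each of the 6 lists.

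The trend on GC content differed between libraries and might have given changed genes. With it removed, 3428 genes were past the threshold, and the adjusted p was 2.08e-11 for the MYC list, 5.65e-13 for the interferon-stimulated genes and 1.98e-06 for the cholesterol synthesis genes, which argues against the trend as the cause. With TPM rescaled without the 4 most abundant RNAs, 2028 of the same genes tested were past the threshold. This argues against those RNAs as the source of the number of changed genes. The split did depend on them, with 885 higher and 1143 lower genes, against 535 and 963 with the TPM as deposited. No 1 library decided the rise of interferon-stimulated genes, as the largest adjusted p over the fits that left out 1 library was 3.63e-11. Of the interferon genes, only IFNB1, IFNL1, IFNL2 and IFNL3 were looked at, and these were at 0.151 TPM or less in each library. A general fall of genes for ribosome production could have lowered the MYC list and stays open. The 83 cytoplasmic ribosomal protein genes had a median log2 fold change of -0.062 and an enrichment p of 0.154, but they are not the genes that assemble ribosomes, so this decides nothing.

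TARS2 could have been lowered by pairing with the siRNA itself. The longest exact stretch it shares with NEAT1_1 is 12 bases, which is the median of 2262 mRNAs of similar length, and 66.8% of those share at least as long a stretch, so the tables argue against a long match with NEAT1_1. Its 3′ UTR holds 0 of the words described for the scan, which argues against a seed acting there, although the joined words lie before its 3′ UTR.

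Loss of NEAT1 could act on genes beside it. The 54 tested genes within 1000000 bases of NEAT1 had a median log2 fold change of -0.052, at percentile 37.9 of 10000 random sets of as many tested genes, which argues against a shift of the region as a whole. Of these genes, 3 were higher and 4 lower past the threshold (BANF1, CDC42EP2, CNIH2, FAM89B, FOSL1, MALAT1 and MUS81).

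MUC1 rose from 16.4 ± 2.57 TPM to 20.7 ± 1.77 TPM (SD, n = 3 each), with 3 of 3 NEAT1siRNA values above the CsiRNA range. The call was lost without CsiRNA replicate 2 (log2 fold change 0.20, adjusted p from limma 0.333) and without NEAT1siRNA replicate 1 (0.103), and with no filter on TPM (0.219). The authors' deposited comparison with DESeq2 also called MUC1 higher, with an adjusted p of 0.00449. Reads of genes that overlap or lie beside it might have raised it, but THBS3 had a log2 fold change of -0.17, and KRTCAP2 and TRIM46 of 0.07 and 0.13. Under quantile normalization and median centring the larger adjusted p of MUC1 was 0.0336, which argues against the scaling as the cause.

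NOTCH1 and NOTCH2 were lower while HEY1, which the paper reports as a lowered protein, went from 0.526 ± 0.0638 TPM to 0.811 ± 0.0348 TPM (SD, n = 3 each), below the mean TPM that was tested. With no filter on TPM, its log2 fold change was 0.25 with an adjusted p of 0.0499 from limma. In the authors' deposited table, the log2 fold change of HEY1 was 0.67 with an adjusted p of 0.123, not past the threshold. Of a list of NOTCH target genes without HEY1, 8 were tested, with a median log2 fold change of -0.13, an enrichment p of 0.116 from fgsea and a p of 0.0495 from fry, neither adjusted, so that lower NOTCH signalling and no change of it cannot be told apart with so few genes.

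The paper reports lower DUSP2 and IL-6 transcripts in cells with a NEAT1shRNA. With the siRNA, DUSP2 went from 0.505 ± 0.126 TPM to 0.258 ± 0.0405 TPM (SD, n = 3 each), below the mean TPM that was tested. With no filter on TPM, its log2 fold change was -0.26 with an adjusted p of 0.0998 from limma, not past the threshold. IL6 had a log2 fold change of -0.37 (adjusted p = 0.00885 from limma). Its call was lost without CsiRNA replicate 1 (0.0644), without NEAT1siRNA replicate 3 (0.0523) and with no filter on TPM (0.0690). In the authors' deposited table, the log2 fold change of IL6 was -0.38 with an adjusted p of 0.0801, not past the threshold. Among RNA-binding proteins that the paper measures as proteins, NONO mRNA had a log2 fold change of -0.0024 (adjusted p = 0.991 from limma), and RBM14 and PSPC1 mRNA both had -0.34 (0.0161 and 0.0195). Both calls were lost without CsiRNA replicate 1 (0.0510 and 0.109) and without NEAT1siRNA replicate 3 (0.0793 and 0.101), and that of RBM14 also without CsiRNA replicate 2 (0.0554). HNRNPK, DAZAP1 and HNRNPH3 had 0.01, -0.12 and -0.10, with adjusted p-values from limma of 0.947, 0.409 and 0.488. In cells with a NEAT1shRNA, the paper measures CD44 as a protein on the cell surface and ABCC4 and ABCC5 as transcripts. The mRNA of CD44, ABCC4 and ABCC5 had -0.31, -0.35 and -0.42, with adjusted p-values from limma of 0.0187, 0.0251 and 0.00351. The calls of CD44 and ABCC4 were lost without CsiRNA replicate 1 (0.133 and 0.164), NEAT1siRNA replicate 1 (0.0702 and 0.0541) and NEAT1siRNA replicate 3 (0.0973 and 0.150), and that of CD44 without CsiRNA replicate 2 (0.0517). In the authors' deposited comparison with DESeq2, RBM14, PSPC1, CD44, ABCC4 and ABCC5 were lower past the threshold. Their adjusted p-values there were 0.00565, 0.00406, 0.000552, 0.00161 and 9.17e-06. NONO, HNRNPK, DAZAP1 and HNRNPH3 were not past it.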
